# Genome-wide analysis of a cellular exercise model based on electrical pulse stimulation

**DOI:** 10.1038/s41598-022-25758-2

**Published:** 2022-12-08

**Authors:** Bora Lee, Seon Kyu Kim, Yeo Jin Shin, Young Hoon Son, Jae Won Yang, Seung-Min Lee, Yong Ryul Yang, Kwang-Pyo Lee, Ki-Sun Kwon

**Keywords:** Cell biology, Molecular biology

## Abstract

Skeletal muscle communicates with other organs via myokines, which are secreted by muscle during exercise and exert various effects. Despite much investigation of the exercise, the underlying molecular mechanisms are still not fully understood. Here, we applied an in vitro exercise model in which cultured C2C12 myotubes were subjected to electrical pulse stimulation (EPS), which mimics contracting muscle. Based on the significantly up- and down-regulated genes in EPS, we constructed an in silico model to predict exercise responses at the transcriptional level. The in silico model revealed similarities in the transcriptomes of the EPS and exercised animals. Comparative analysis of the EPS data and exercised mouse muscle identified putative biomarkers in exercise signaling pathways and enabled to discover novel exercise-induced myokines. Biochemical analysis of selected exercise signature genes in muscle from exercised mice showed that EPS mimics in vivo exercise, at least in part, at the transcriptional level. Consequently, we provide a novel myokine, Amphiregulin (AREG), up-regulated both in vitro and in vivo, that would be a potential target for exercise mimetics.

## Introduction

Exercise is essential for a healthy life. An appropriate amount of exercise delays the onset of chronic diseases such as type 2 diabetes^1^, cardiovascular disease^2^, Alzheimer’s disease^3^, and aging in a non-pharmacological manner. Exercise training reduces the risk of cancer by inhibiting cancer cell proliferation^4,5^ and reduces the risk of infection^6–8^.

Exercise exerts multiple physiological, metabolic, and immunological effects, and skeletal muscle can communicate with other organs such as the brain, heart, liver, and adipose tissue during exercise. This inter-organ communication is mediated by autocrine, paracrine, or endocrine crosstalk via myokines produced by skeletal muscle^9,10^. Transcriptomics and proteomics enable discovery of novel myokines using in vivo and in vitro systems. For example, Irisin was discovered using Affymetrix-based gene expression arrays in peroxisome proliferator-activated receptor gamma coactivator 1-alpha (PPARGC1A)-overexpressing mouse muscle^11^, and was validated in human by mass spectrometry^12^. Numerous candidate myokines have been identified, but it is unclear whether changes in their plasma levels are driven by increased expression in skeletal muscle or other organs.

Electrical pulse stimulation (EPS) of cultured myotubes mimics muscle contraction in vivo. Applying EPS to differentiated myotubes mimics motor neuron activation in muscle fibers and induces myotube contraction in vitro^13^. EPS also has the metabolic properties of in vivo exercise, such as increased ATP production via glycolysis and lipolysis as well as branched chain amino acid (BCAA) catabolism^14–16^. Furthermore, EPS has been used to identify novel myokines and to determine whether they are de novo synthesized in muscle cells and secreted by muscle cells. This approach eliminates the paracrine or endocrine effect of other organs, allowing assessment of the intrinsic or autocrine effect of muscle contraction. Using EPS, CXC motif chemokine ligand 1 (CXCL1)^17^, CXC motif chemokine ligand 5 (CXCL5)^18^, and ATP synthase inhibitory factor 1 (IF1)^19^ were identified as exercise-induced myokines in C2C12 myotubes. In human skeletal muscle cells, pigment epithelium derived factor (PEDF)^20^, leukemia inhibitory factor (LIF)^21^, chitinase-3-like protein 1 (CHI3L1)^22^, thymosin β4 (TMSB4X)^23^, and R-spondin 3 (RSPO3)^24^ have also been identified as myokines. However, the degree to which EPS mimics in vivo exercise at the molecular level is unclear.

In this study, we developed an in vitro cell system to discover novel myokines and exercise biomarkers. We constructed in silico model using a deep-learning method, and examined whether the model can predict the effect of exercise in vivo. We selected putative exercise signature genes consistently expressed in vitro and in vivo and analyzed their expression in mouse muscle after exercise. The in silico model confirmed that the EPS cell system mimics in vivo exercise. Therefore, the EPS cell system could be used to identify exercise signaling mechanisms and candidate myokines, thereby facilitating the development of exercise mimetics.

## Results

### The EPS-based in silico model can predict the effect of in vivo exercise

To identify exercise-induced signaling in muscle without interference by other organs, we used an in vitro contraction system that mimics muscle contraction by applying EPS for 24 h (1 ms pulse stimulus of 2 ms duration at 11.5 V and 1 Hz) in C2C12 myotubes. Because EPS reportedly enhances de novo sarcomere assembly^17,25^, we evaluated sarcomere structure development by staining actin filaments (F-actin) after EPS. Compared to the control, EPS resulted in a more prominent banded pattern of F-actin that ran longitudinally along myotubes (Fig. 1a). 

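C2C12 is a mouse myoblast line whose cells fuse into myotubes when serum is reduced. RNA-seq libraries were made from 3 control cultures, carrying replicate numbers 1, 3 and 4, and from 4 cultures given EPS, carrying replicate numbers 1 to 4. EPS was applied 3 days after differentiation for 24 h and was followed by 1 h of rest. Poly(A) RNA was made into libraries with a directional kit and sequenced as paired-end reads of 100 bp. The authors mapped the reads to GRCm38 with STAR and deposited CPM, the reads of each gene scaled by the library's total, with genes listed by symbol. The paper's text does not name the read counter, its gene annotation, its use of strand or its handling of reads that map to several genes. The values of genes with near-identical copies, and of overlapping or antisense genes, are therefore uncertain. All of the values, 100% in each library, were whole multiples of the value of 1 read, and whole reads were recovered from them. Their totals were 17152556, 16616917 and 22120641 in control replicates 1, 3 and 4, and 21483135, 20527025, 21892568 and 18830229 in EPS replicates 1 to 4. A level of 3 reads, taken as the smallest that can be told from 0, was between 0.136 and 0.181 CPM. This floor covers counting error only, because reads copied by PCR are not independent molecules. Control replicate 4 had the highest total but only 359 genes with 1 to 5 reads, against 2670 to 3181 in the other libraries, and 14014 genes above 0, against 16144 to 16984.
From the deposited values, log2(CPM + 1) was tested with limma over the 19144 genes above 0 in at least 1 library. A gene was counted as a DEG at an unadjusted, two-sided P under 0.01 and a change of more than 2-fold, which are the thresholds of the paper's results. The paper's methods give edgeR, a P-value threshold of 0.001 and quantile normalization, and each of these was run as an alternative. On this scale, a pseudocount of 1 pulls the fold change of low genes toward 0. With 3 libraries against 4 there are 35 splits, so the smallest p an exact permutation test can give is 0.0286. Some genes whose groups do not overlap have a larger p, such as 0.0571 or 0.0857, because the test compares means and the groups are unequal.

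**Figure D1:**
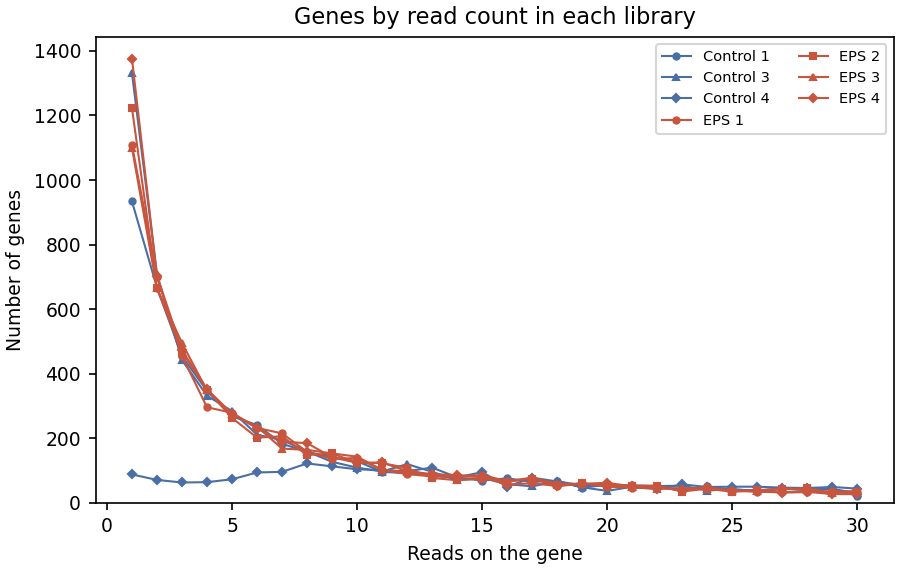
Number of genes (vertical axis) with each number of reads from 1 to 30 (horizontal axis) in the 3 control libraries (blue) and the 4 EPS libraries (red). Control replicate 4 (blue diamonds) lies below the other 6 libraries at 1 to 5 reads.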

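Between the control and EPS groups, 269 genes passed both thresholds in limma, of which 185 were up-regulated and 84 were down-regulated. In 259 of these, every EPS library lay on one side of every control library. Over all tested genes, the groups did not overlap in 2031, or 10.6%. Chance gives 5.71% for genes without tied values. Genes tied at 0 reads in several libraries can separate less often, so 5.71% is an upper limit over the tested genes. With Benjamini-Hochberg adjustment of the limma p-values, 27 genes had an adjusted p under 0.05. Supplementary Table 1 holds 257 of the 269 genes.
Of the alternatives set ahead of the analysis, the edgeR exact test without TMM on the recovered reads moved the number of DEGs most, to 698, with 463 up-regulated and 235 down-regulated. The split between directions moved with the scaling of the libraries. Up-regulated genes made up 68.8% of the DEGs on the deposited scale, 51.6% after quantile normalization and 52.8% after median-of-ratios scaling. The median log2 fold change of genes with a mean CPM of at least 1 was 0.10 on the deposited scale, 0.0052 after quantile normalization and -0.0048 after median-of-ratios scaling. With the replicate number as a block, a fit that rests on 3 pairs because EPS replicate 2 has no partner, 161 genes passed, 99 up-regulated and 62 down-regulated. In that fit no gene reached an adjusted p under 0.05, and 1628 had an unadjusted p under 0.05. Across genes, the deviations of same-numbered control and EPS libraries from their group means had a Pearson correlation of 0.25 for replicate 1, -0.45 for replicate 3 and 0.068 for replicate 4, and -0.061 over the 3 pairs. Genes are not independent replicates, and no p-value is given for these correlations.
In limma, the largest increase among genes whose groups did not overlap was in aldehyde dehydrogenase 3A1 (Aldh3a1, ENSMUSG00000019102.10), on chromosome 11 of GRCm38 from 61207537 to 61218421. Its level was 8.13 ± 4.17 CPM (SD, n = 3) in the control and 584 ± 522 CPM (SD, n = 4) in the EPS group, a log2 fold change of 5.52 (standard error 0.82, adjusted p = 0.0567 from limma). Cytochrome P450 1A1 (Cyp1a1) had 0 reads in each control library and was at least 446-fold higher in the EPS group, but EPS replicate 1 had 1 read where the other EPS libraries had 1532 to 2630. The other 8 largest increases were in Nqo1, Gsta1, Gsta4, Adh7, Gm3776, Gsta2, Mgst2 and Ahrr, with log2 fold changes from 2.72 to 4.51. Gm3776 and Gsta2 had at most 3 reads in each control library, so their folds in CPM are lower bounds. If only counting error is allowed for, Gm3776 was at least 67.9-fold and Gsta2 at least 82.5-fold higher in the EPS group. EPS replicate 4 had 699 reads of Gsta2, against 56 to 198 in the other EPS libraries, which raises the bound of Gsta2. Reads of Gsta1, Gsta2 and Gm3776, which are close paralogs, could have been split between them. The lowest adjusted p among the named genes, 0.00376 from limma, was that of growth differentiation factor 6 (Gdf6, ENSMUSG00000051279.2), on chromosome 4 of GRCm38 from 9844372 to 9862345. Its level fell from 3.85 ± 0.473 CPM (SD, n = 3) to 0.119 ± 0.129 CPM (SD, n = 4), a log2 fold change of -2.12 (standard error 0.15). Gdf6 had 3, 6, 1 and 0 reads in EPS replicates 1 to 4, near the floor of 3 reads. The size of its change therefore depends on the pseudocount of 1, which pulls it toward 0. The other 9 largest decreases were in Myh4, Myh7b, Itga9, Mybpc1, Sox8, Tac4, Myot, Igf1 and Col8a2, with log2 fold changes from -2.48 to -1.60.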

RNA sequencing (RNA-seq) showed that between the control and EPS groups, there were 774 differentially expressed genes (DEGs) (*P* < 0.01, fold change > 2), among which 406 were significantly up-regulated and 368 were significantly down-regulated (Fig. 1b,c, and Supplementary Table 1). To identify transcriptional regulators associated with exercise, we performed an ingenuity pathway analysis (IPA) of the 774 DEGs (Fig. 1d, Supplementary Fig. 1, and Supplementary Table 2). 

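Forkhead box M1 (Foxm1, ENSMUSG00000001517.14) lies on chromosome 6 of GRCm38 from 128362967 to 128376146 and encodes a transcription factor. Its level was 16.8 ± 5.65 CPM (SD, n = 3) in the control and 37.9 ± 16.8 CPM (SD, n = 4) in the EPS group, a log2 fold change of 1.06 with a standard error of 0.39 (adjusted p = 0.334 from limma). The change was over 2-fold, but its unadjusted P was above 0.01. The groups overlapped, since EPS replicate 2, at 17.8 CPM, was below control replicate 1, at 22.3 CPM (exact permutation test, p = 0.114). Foxm1 passed both thresholds when EPS replicate 2 was left out, at a log2 fold change of 1.37, or when the recovered reads of all libraries were tested with edgeR or DESeq2, from 1.07 in DESeq2 to 1.18 in the edgeR exact test without TMM.
Wnt family member 5A (Wnt5a, ENSMUSG00000021994.15) lies on chromosome 14 of GRCm38 from 28504750 to 28527448 and encodes a secreted signaling protein. It had 0, 2 and 0 reads in control replicates 1, 3 and 4, and 8, 7, 4 and 7 reads in EPS replicates 1 to 4. All control libraries were at or under the floor of 3 reads, so Wnt5a was at least 1.94-fold higher in the EPS group if only counting error is allowed for. The bound is not firm, because control replicate 4 has 0 reads of many genes that are above this floor in the other libraries. Its log2 fold change was 0.34 (standard error 0.074, adjusted p = 0.119 from limma), which passed P under 0.01 but is under 2-fold. With a pseudocount of 0.1 it was 1.65 and passed both thresholds.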

Among the up-regulated genes in the EPS group, forkhead box M1 (FOXM1; z-score = 3.503), amphiregulin (AREG; z-score = 3.337), and Wnt family member 5A (WNT5A; z-score = − 2.243) were identified as upstream regulators.

**Figure 1:**
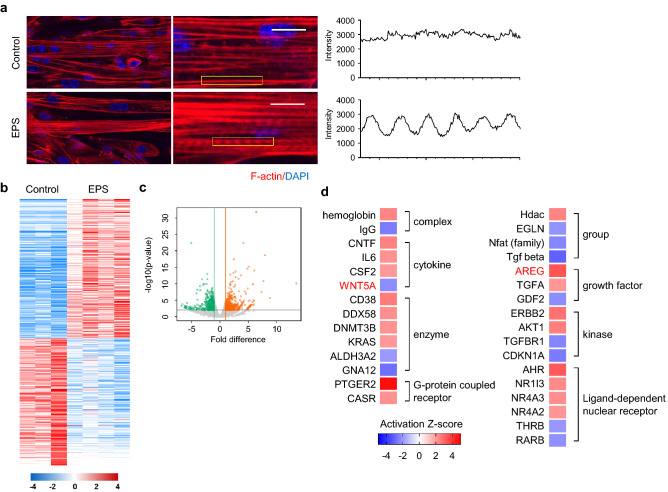
Effect of EPS in C2C12 myotubes. (**a**) (*Left*) Confocal images of C2C12 myotubes after applying EPS for 24 h, stained for F-actin (red) and DAPI (blue). Yellow bracket, portion used for intensity measurement (*right*). Scale bars, 10 μm. (**b**,**c**) DEGs between the control (n = 3) and EPS (n = 4) groups and volcano plot of DEGs. A total of 774 DEGs was identified (*P* < 0.01, fold change > 2). (**d**) Predicted upstream regulators from IPA with activation Z-scores ≥ 2 or ≤  − 2 and *P* < 0.05.

Although the exercise-induced factors interleukin-6 (IL-6) and PPARGC1A were not significantly induced in the EPS group compared to the unstimulated control group, they were classified as significantly activated “virtual transcriptional regulators” in the EPS group (IL-6 z-score = 2.151, PPARGC1A z-score = 2.789).

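Interleukin-6 (Il6, ENSMUSG00000025746.11) lies on chromosome 5 of GRCm38 from 30013114 to 30019981. It was near the limit of detection in both groups, with 2, 10 and 0 reads in control replicates 1, 3 and 4, and 13, 13, 5 and 3 reads in EPS replicates 1 to 4. Its level was 0.239 ± 0.319 CPM (SD, n = 3) in the control and 0.407 ± 0.247 CPM (SD, n = 4) in the EPS group, a log2 fold change of 0.20 (standard error 0.18, adjusted p = 0.733 from limma). The difference was smaller than the spread between replicates (exact permutation test, p = 0.429), and a change in Il6 was not detected. Ppargc1a (ENSMUSG00000029167.13), on chromosome 5 of GRCm38 from 51454250 to 51567726, was at 1.40 ± 0.688 CPM (SD, n = 3) in the control and 1.80 ± 0.560 CPM (SD, n = 4) in the EPS group. Its log2 fold change of 0.24 (standard error 0.25, adjusted p = 0.779 from limma) was also within the spread, and EPS replicate 4, at 1.01 CPM, was below 2 of the 3 control libraries. Left out in turn, the libraries gave log2 fold changes from 0.018 to 0.44. In the edgeR exact test with common and tagwise dispersions and no control replicate 4, a setting added after the data were seen, the sign of Ppargc1a changed, to -0.039. The activation z-scores of the paper come from the targets of each regulator and not from its own transcript, and were not recomputed here.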

We determined whether the EPS mimic in vivo exercise through transcriptome profiling. A deep-belief network (DBN) was used to predict exercise responses at the transcriptional level using RNA-seq data (Fig. 2a). In total, 774 DEGs in the RNA-seq data were pooled to form a classifier. The classifier was used to estimate the probability of an in vivo sample (sedentary [sed] or exercised [ex]) belonging to the control and EPS groups. To prevent overfitting of the classifier, the prediction model was pre-trained using an auto-encoder algorithm^26^. This model was applied to the publicly available in vivo datasets (Table 1). Despite the variability of the datasets, the classifier identified significant differences between the sed and ex groups; 83% of the sed samples belonged to the control group and 67% of the ex samples belonged to the EPS group (Fisher’s exact test, *p* = 1.33 × 10^−7^; Fig. 2b). Therefore, the EPS cell system mimics in vivo exercise at the transcriptional level.

**Figure 2:**
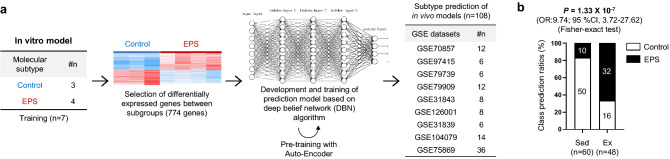
Development of a prediction model using a DBN algorithm. (**a**) Schematic of the molecular subtype in vitro exercise prediction model. Nine publicly available datasets (n = 108) were used to determine the predictive value of the model based on the H2O deep-learning method. (**b**) Prediction results obtained using the molecular subtype prediction model. Among 60 sedentary samples, 50 were predicted accurately as control samples. Among 48 exercise samples, 32 were predicted correctly as EPS samples.

**Table 1:** Publicly available in vivo dataset.

GEO accession	Type of experiment	Characteristics of samples	Exercise protocol	Type of muscle
GSE70857	Expression profiling by array	3 Months wild type (WT) (C57/BL6) male mice	Running wheel cage during 10 weeks	Not mentioned
GSE31839	Expression profiling by high-throughput sequencing	6 Months WT (C57BL/6) male mice	Running wheel cage during 12 weeks	Triceps brachii
GSE31843	Expression profiling by high-throughput sequencing	6 Months WT (C57BL/6) male mice	Running wheel cage during 12 weeks	Quadriceps femoris, Gastrocnemius/plantaris, Tibialis anterior, Triceps brachii
GSE79739	Expression profiling by high-throughput sequencing	4 Months WT (C57BL/6) male mice	3 Bouts of treadmill running, with each bout lasting for 1 h at 10 m/min and 1 h rest interval in between runs	Quadriceps femoris
GSE79907	Expression profiling by array	5 Weeks WT (SJ6/C57BL6) female mice	Single bout of downhill running (− 20°, 17 m/min, 40 min) on a treadmill	Gastrocnemius/Soleus complex
GSE97415	Expression profiling by array	12 Weeks WT (B6/129) male mice	Treadmill exercise consisting of a warmup [5 (10 m/min) and 5 min (15 m/min)] followed by 50 min (18 m/min) at a 5% incline	Plantaris
GSE126001	Expression profiling by high-throughput sequencing	20 Weeks WT (C57BL/6J) male mice	Endurance exercise trained for 5 weeks by daily treadmill running	Gastrocnemius
GSE104079	Expression profiling by array	6 Months WT (C57BL/6) male mice	Daily treadmill running exercise during 4 weeks	Soleus
GSE75869	Expression profiling by array	3 Months sex-matched (C57BL/6) mice	Treadmill exercise 3 times per week at 15 m/min for 45 min for 6 months	Quadriceps femoris

### In vitro exercise mimics in vivo exercise

Because the EPS cell system could recapitulate in vivo exercise at the transcriptional level, we next identified individual genes with common expression patterns in EPS and in vivo exercise.

We performed a comparative analysis of the EPS data and publicly available datasets of exercised mouse muscle. 

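Supplementary Table 3 lists 45 up-regulated and 42 down-regulated genes that the EPS data share with exercised mouse muscle. The 45 up-regulated genes were all higher in the EPS group in limma, with a median log2 fold change of 1.22. Of these, 32 passed P under 0.01 and 2-fold, 36 had EPS libraries that were all above the control libraries, and 5 had an adjusted p under 0.05. The 42 down-regulated genes were all lower in the EPS group, with a median log2 fold change of -0.98. Of these, 20 passed both thresholds, 27 did not overlap, and 1 had an adjusted p under 0.05. The list was drawn from DEGs called on these same libraries, so the shared direction is not an independent test. The exercised-muscle datasets are not analysed here.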

Genes showing common expression patterns in at least six datasets were analyzed (Supplementary Table 3). The top 10 up- or down-regulated genes were verified by quantitative reverse transcription (qRT)-PCR in EPS samples except aristaless related homeobox (*Arx*) and reticulon 4 receptor (*Rtn4r*), which showed low abundance (Fig. 3a,b, and Supplementary Fig. 2). These genes are hereafter referred to as the exercise signature.

**Figure 3:**
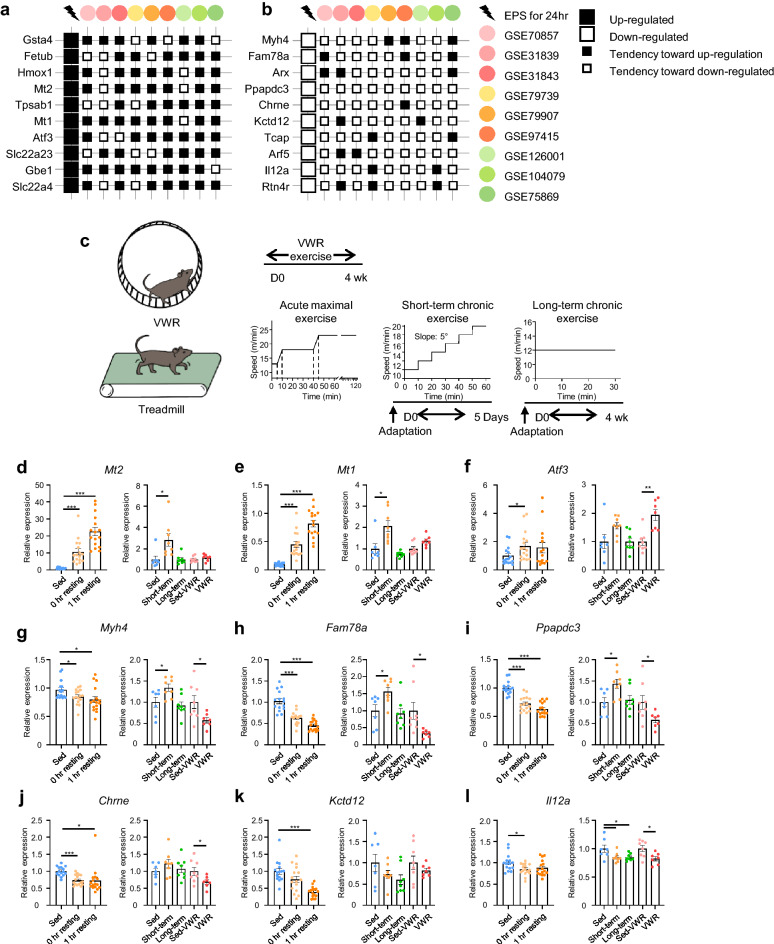
Expression of DEGs in exercised muscles. (**a**,**b**) Top 10 up- and down-regulated genes in the EPS group in the publicly available in vivo exercise datasets. Genes with log2-transformed read counts per million mapped fragments (CPM) values < 1 were excluded to enhance accuracy, and the genes were sorted according to their fold differences in expression between the two groups (control and EPS). (**c**) Exercise protocols for subsequent in vivo exercise. VWR was performed for 4 weeks ad libitum on running wheels. The acute maximal exercise was performed once until the mice were exhausted. The short-term chronic exercise was performed at a gradually increased speed for 5 days. The long-term chronic exercise was performed at the same speed for 4 weeks. (**d**–**l**) *Mt2*, *Mt1*, *Aft3*, *Myh4*, *Fam78a*, *Ppapdc3*, *Chrne*, *Kctd12*, and *Il12a* expression following the indicated types of exercise. For acute maximal exercise, sed (n = 15), 0 h resting (n = 16), and 1 h resting (n = 16) tibialis anterior (TA) muscles according to the resting time after exercise were analyzed. For chronic exercise, sed (n = 7), short-term (n = 8), and long-term (n = 8) gastrocnemius (GA) muscles were analyzed. For VWR exercise, sed-VWR (n = 8) and VWR (n = 7) GA muscles were analyzed. Means ± SEM; *P < 0.05, **P < 0.01, ***P < 0.001.

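In the EPS RNA-seq, 9 of the 10 up-regulated signature genes and 8 of the 10 down-regulated ones passed P under 0.01 and 2-fold in limma. All 20 changed in the direction of their panel. The exceptions to the thresholds were Atf3, Tcap and Arf5. With Benjamini-Hochberg adjustment over all tested genes, 4 up-regulated and 0 down-regulated genes had an adjusted p under 0.05. At an unadjusted P under 0.05 there were 9 and 8. Adjusted over each list of 10 alone, 9 and 8 did, but the lists are the paper's own calls on these libraries and this shows no stability.
Glutathione S-transferase alpha 4 (Gsta4, ENSMUSG00000032348.6), on chromosome 9 of GRCm38 from 78182774 to 78209349, rose from 10.8 ± 1.19 CPM (SD, n = 3) to 327 ± 324 CPM (SD, n = 4), a log2 fold change of 4.36 (standard error 0.57, adjusted p = 0.0443 from limma). Heme oxygenase 1 (Hmox1, ENSMUSG00000005413.8), on chromosome 8 of GRCm38 from 75093621 to 75100589, rose from 41.2 ± 7.34 CPM (SD, n = 3) to 299 ± 141 CPM (SD, n = 4), and every EPS library was above every control library (exact permutation test, p = 0.0286, the smallest that 3 libraries against 4 allow). The log2 fold changes of Hmox1, Fetub and Gbe1 were 2.71, 2.21 and 2.03. Fetub in EPS replicate 1, at 6.56 CPM, lay below the other EPS libraries. Atf3 had a log2 fold change of 1.05 (standard error 0.76, adjusted p = 0.649 from limma) that came mostly from EPS replicate 4, at 39.7 CPM against 2.74 to 3.65 in the other EPS libraries and 1.99 to 3.37 in the control. Without that library its log2 fold change was 0.24.
Myh4 (ENSMUSG00000057003.12), on chromosome 11 of GRCm38 from 67238029 to 67260446, fell from 514 ± 146 CPM (SD, n = 3) to 110.2 ± 87.5 CPM (SD, n = 4) (adjusted p = 0.108 from limma), and lies in a cluster of myosin heavy chain genes of similar sequence whose reads could have been split between them. Fam78a, Chrne and Kctd12 had log2 fold changes of -1.44, -1.26 and -1.10, and their EPS libraries were all below the control libraries. Il12a had a log2 fold change of -1.17 and passed both thresholds in 2 of the 7 fits that each left out 1 library. Tcap and Arf5 were high in control replicate 4 alone. Tcap was at 104 CPM there and at 15.8 to 22.7 CPM in the other control libraries, and its log2 fold change of -1.11 (adjusted p = 0.503 from limma) became -0.32 without control replicate 4. Arf5 was at 461 CPM there and at 48.4 and 72.6 CPM in the others, against 67.6 ± 8.99 CPM (SD, n = 4) in the EPS group. Its log2 fold change of -0.80 (adjusted p = 0.683 from limma) changed sign, to 0.17, without control replicate 4.

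**Figure D2:**
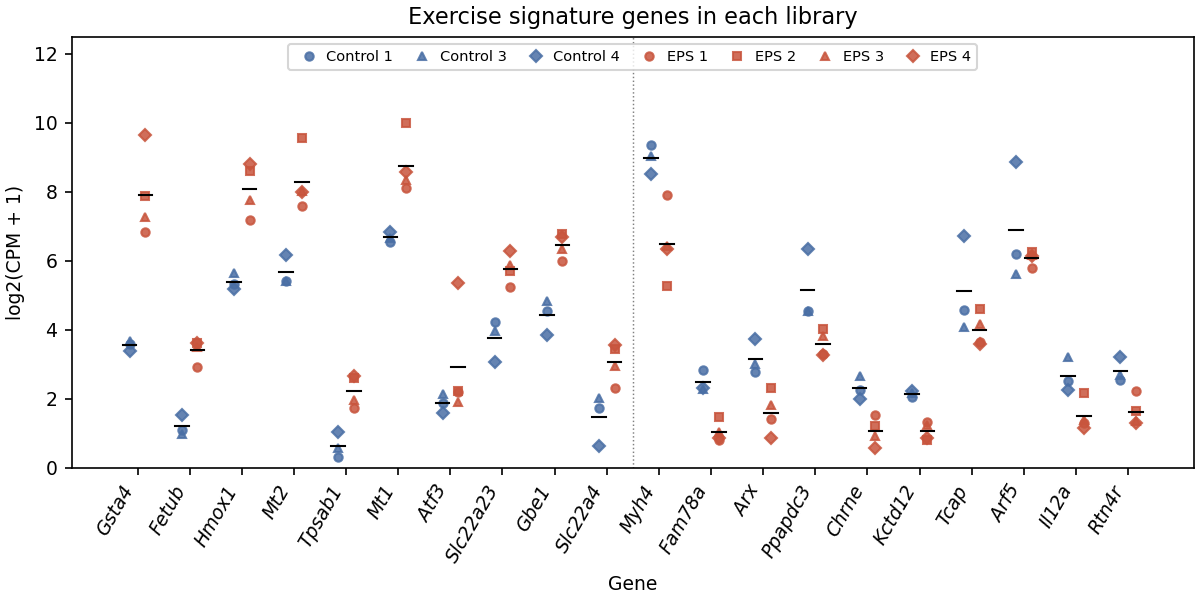
log2(CPM + 1) (vertical axis) of the 10 up-regulated (left of the dotted line) and 10 down-regulated signature genes in the 3 control libraries (blue) and the 4 EPS libraries (red), with a black line at each group's mean. Atf3 is high in EPS replicate 4 and Arf5 in control replicate 4, apart from the other libraries of their groups.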

To determine whether the selected exercise signature genes (Fig. 3a) showed consistent up- or down-regulation in vivo, we evaluated their expression in mice performing voluntary wheel running (VWR) exercise, acute maximal exercise, and short- and long-term chronic exercise (Fig. 3c). Although the exercise protocol and muscle types were different from the in vivo exercise datasets, 3 of 10 up-regulated genes and 8 of 10 down-regulated genes showed similar expression patterns in the exercise models, particularly that for acute maximal exercise (Fig. 3d–i and Supplementary Fig. 3). Among the up-regulated genes, metallothionein 2A (*Mt2*) and *Mt1* were significantly up-regulated by acute maximal and short-term chronic exercise (Fig. 3d and e). In addition, activating transcription factor 3 (*Atf3*) was up-regulated by acute maximal and VWR exercise (Fig. 3f). Among the top 10 down-regulated genes, myosin heavy chain 4 (*Myh4*), family with sequence similarity 78 member A (*Fam78a*), phosphatidic acid phosphatase type 2 domain containing 3 (*Ppapdc3*), cholinergic receptor nicotinic epsilon subunit (*Chrne*), and potassium channel tetramerization domain containing 12 (*Kctd12*) expression gradually decreased after acute maximal exercise (Fig. 3g–k), while *Myh4*, *Fam78a*, *Ppapdc3*, and *Chrne* expression decreased after VWR exercise (Fig. 3g–j). Interleukin 12A (*Il12a*) was down-regulated in all exercise settings (Fig. 3l). Therefore, the EPS cell system reflects, at least in part, in vivo exercise.

### Identification of a putative myokine

EPS has been used to identify cytokines and myokines secreted by C2C12 cells^17–19,27^; therefore, we explored novel myokines up-regulated in an EPS cell system. To identify putative myokine candidates, we screened 774 DEGs in RNA-seq dataset for genes likely encoding secreted proteins annotated with the Gene Ontology (GO) term extracellular region (GO: 0005576) by GO analysis. 

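The 60 up-regulated genes that the paper annotates to the extracellular region were all higher in the EPS group in limma, with log2 fold changes from 0.56 to 2.40 and a median of 1.13. Of these, 30 passed P under 0.01 and 2-fold, and 42 passed the P-value threshold alone. The EPS libraries were all above the control libraries in 53. Over all tested genes, 2 of them, Gstm1 and Fetub, had an adjusted p under 0.05, and 58 did when adjusted over the list, which is made of the paper's own calls on these libraries and so shows no stability. In 14 of them the mean was under 1 CPM, where a few reads decide the fold change. With the replicate number as a block, 13 passed both thresholds, and with a pseudocount of 0.1, 54 did.
Gstm1 (ENSMUSG00000058135.12), on chromosome 3 of GRCm38 from 108012255 to 108017973, had the largest change of the list on the log2(CPM + 1) scale, a log2 fold change of 2.40 (standard error 0.31, adjusted p = 0.0432 from limma), and was at 31.7 ± 8.34 CPM (SD, n = 3) in the control and 178 ± 70.3 CPM (SD, n = 4) in the EPS group. Prl2c2 and Prl2c3 had at most 1 read in each control library, so only lower bounds can be given. Prl2c2 was at least 17.7-fold and Prl2c3 at least 45.2-fold higher in the EPS group. These genes and Prl2c5 are close paralogs whose reads could have been split between them, and the same holds for the Serpinb9 and Serpinb1 genes of the list and for Fth1 and Ftl1, which have pseudogenes. EPS replicate 4 had 186 reads of Prl2c2, against 6 to 18 in the other EPS libraries. Of Prl2c3 it had 444 reads, against 25 to 67 in the others. The lower bounds of both genes use the EPS mean, which this library raises, and would be smaller without it. Nppb and Procr were also far higher in EPS replicate 4 than in the other EPS libraries, at 2.76 and 10.5 CPM, and Nmi was lowest in EPS replicate 3, at 2.19 CPM.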

Among the genes encoding secreted proteins, significantly up-regulated genes in response to EPS are listed in Table 2 (logCPM > − 1). In a literature search, we selected genes that are reportedly up-regulated during exercise or beneficial to muscle health. Among them, we focused on *Areg*, which was reported to be up-regulated in various exercise conditions in mice and humans and to enhance muscle repair (see discussion). *Areg* was highly up-regulated in the RNA-seq (Supplementary Table 1) and also predicted by IPA to be an activated transcriptional regulator (z-score = 3.337) (Fig. 1d). 

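Areg (ENSMUSG00000029378.5) lies on chromosome 5 of GRCm38 from 91139599 to 91148432. It had 1, 6 and 0 reads in control replicates 1, 3 and 4, and 14, 20, 11 and 48 reads in EPS replicates 1 to 4. Its level was 0.140 ± 0.194 CPM (SD, n = 3) in the control and 1.17 ± 0.941 CPM (SD, n = 4) in the EPS group, a log2 fold change of 0.85 with a standard error of 0.27 on the log2(CPM + 1) scale (adjusted p = 0.263 from limma). It missed both the unadjusted P under 0.01 and the 2-fold threshold. Every EPS library was above every control library (exact permutation test, p = 0.0571). Control replicate 4 has 0 reads of many genes that are at low levels in the other libraries, so its 0 for Areg is weak evidence of absence. With each library left out in turn, the log2 fold change stayed between 0.59 and 1.00, lowest without EPS replicate 4, and Areg passed both thresholds without EPS replicate 3. Because its level is near 1 CPM, the size of the change depends on the pseudocount. It was 1.28 with a pseudocount of 0.5 and 2.46 with a pseudocount of 0.1, and Areg passed both thresholds with either. On the recovered reads it was 2.99 in edgeR's quasi-likelihood test and 3.02 in DESeq2, again past both. The paper focused on Areg for its reported up-regulation in exercise and its part in muscle repair, and gives its up-regulation in the RNA-seq and the IPA prediction beside that choice.

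**Figure D3:**
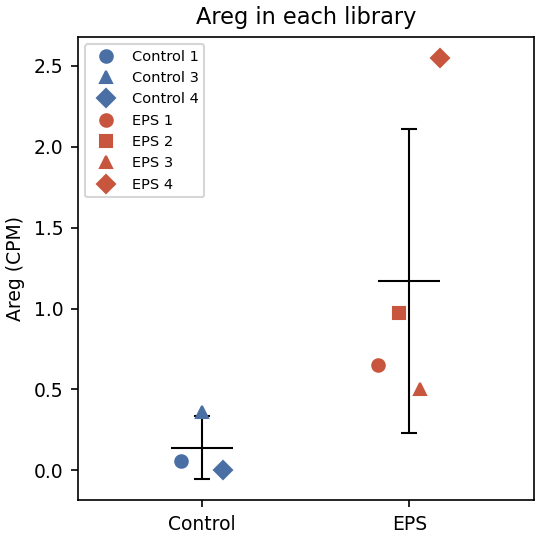
Areg in CPM (vertical axis) in each control library (blue) and EPS library (red), with the mean (black horizontal line) and SD (bars) of the 3 control and 4 EPS libraries. The EPS libraries lie between 0.502 and 2.55 CPM, above the control libraries.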

Expression of *Areg* was verified to be increased 7.7-fold by qRT-PCR in EPS myotubes (Fig. 4a). In mouse muscle, expression of *Areg* was increased 3.1-fold at 1 h after acute exercise and remained twofold increased after 3 h (Fig. 4c,d). To determine whether EPS triggers Areg secretion by C2C12 myotubes, we performed enzyme-linked immunosorbent assay (ELISA) on EPS conditioned medium; the Areg protein level was 2.9-fold increased (Fig. 4b). Considering that *Areg* mRNA is upregulated in exercised muscles as well as EPS-treated myotubes and that extracellular (secretion) Areg protein levels increased in EPS conditioned medium, it may be a novel myokine.

**Table 2:** EPS up-regulated genes annotated with the GO term extracellular region.

Gene name	Description	logFC
Prl2c2	Prolactin family 2, subfamily c, member 2	8.80
Prl2c3	Prolactin family 2, subfamily c, member 3	7.32
F13a1	Coagulation factor XIII, A1 subunit	3.34
Areg	Amphiregulin	2.99
Enpp2	Ectonucleotide pyrophosphatase/phosphodiesterase 2	2.77
Fetub	Fetuin beta	2.76
Ces2c	Carboxylesterase 2C	2.63
Nell2	NEL-like 2	2.62
Fgf1	Fibroblast growth factor 1	2.62
Nppb	Natriuretic peptide type B	2.57
Tpsab1	Tryptase alpha/beta 1	2.57
Angptl7	Angiopoietin-like 7	2.56
Prl2c5	Prolactin family 2, subfamily c, member 5	2.53
Gstm1	Glutathione S-transferase, mu 1	2.38
Gria1	Glutamate receptor, ionotropic, AMPA1 (alpha 1)	2.32
Cxcl5	Chemokine (C-X-C motif) ligand 5	2.32
Krt13	Keratin 13	2.22
Dkk2	Dickkopf WNT signaling pathway inhibitor 2	2.18
Il1b	Interleukin 1 beta	2.18
Procr	Protein C receptor, endothelial	2.12
Cxcl1	Chemokine (C-X-C motif) ligand 1	2.12
Gbp3	Guanylate binding protein 3	2.10
Apob	Apolipoprotein B	2.08
Glipr1	GLI pathogenesis-related 1 (glioma)	2.03
Gdf15	Growth differentiation factor 15	1.94
Aqp1	Aquaporin 1	1.93
Tacstd2	Tumor-associated calcium signal transducer 2	1.91
Sema4f.	Sema domain, immunoglobulin domain (Ig), TM domain, and short cytoplasmic domain	1.79
Serpinb9b	Serine (or cysteine) peptidase inhibitor, clade B, member 9b	1.79
Chit1	Chitinase 1 (chitotriosidase)	1.78
Fgfbp1	Fibroblast growth factor binding protein 1	1.65
Fth1	Ferritin heavy polypeptide 1	1.62
Xdh	Xanthine dehydrogenase	1.60
Serpinb1b	Serine (or cysteine) peptidase inhibitor, clade B, member 1b	1.52
Nid1	Nidogen 1	1.50
Apln	Apelin	1.44
Phospho1	Phosphatase, orphan 1	1.35
Kif23	Kinesin family member 23	1.27
Spint1	Serine protease inhibitor, Kunitz type 1	1.27
Gprc5a	G protein-coupled receptor, family C, group 5, member A	1.26
Vldlr	Very low density lipoprotein receptor	1.23
Serpinb1c	Serine (or cysteine) peptidase inhibitor, clade B, member 1c	1.23
Fam83d	Family with sequence similarity 83, member D	1.23
Tsku	Tsukushi, small leucine rich proteoglycan	1.22
Pkhd1	Polycystic kidney and hepatic disease 1	1.22
Lamc2	Laminin, gamma 2	1.16
Nmi	N-myc (and STAT) interactor	1.13
Wnt4	Wingless-type MMTV integration site family, member 4	1.12
Cd1d1	CD1d1 antigen	1.10
Sod1	Superoxide dismutase 1, soluble	1.09
Ftl1	Ferritin light polypeptide 1	1.09
Kif20a	Kinesin family member 20A	1.06
Cep55	Centrosomal protein 55	1.05
Olfm1	Olfactomedin 1	1.04
Hsph1	Heat shock 105 kDa/110 kDa protein 1	1.03
Cat	Catalase	1.03
Gdnf	Glial cell line derived neurotrophic factor	1.02
Serpinb9d	Serine (Or cysteine) peptidase inhibitor, clade B, member 9D	1.01
Wnt10b	Wingless-type MMTV integration site family, member 10B	1.01
Serpinb9c	Serine (or cysteine) peptidase inhibitor, clade B, member 9c	1.01

**Figure 4:**
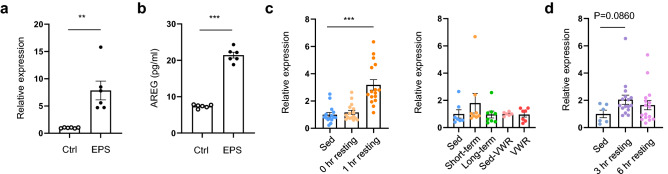
Areg, a candidate myokine biomarker, is up-regulated in EPS and acute maximally exercised muscles. (**a**) *Areg* expression in C2C12 myotubes after applying EPS for 24 h (n = 6). (**b**) Areg level in medium from C2C12 myotubes after applying EPS for 24 h (n = 6). (**c**) *Areg* expression in exercised muscles. For acute maximal exercise, sed (n = 15), 0 h resting (n = 16), and 1 h resting (n = 16) TA muscles according to the resting time after exercise were analyzed. For chronic exercise, sed (n = 7), short-term (n = 8), and long-term (n = 8) GA muscles were analyzed. For VWR exercise, sed-VWR (n = 6) and VWR (n = 7) GA muscles were analyzed. (**d**) *Areg* expression 3 and 6 h after acute maximal exercise. TA muscles from Sed (n = 6), 3 h resting (n = 16), 6 h resting (n = 16) mice were analyzed. Means ± SEM; **P < 0.01, ***P < 0.001.

## Discussion

We established an in silico exercise model based on a DBN to predict exercise responses at the transcriptional level. EPS is used for in vitro validation of the effects of exercise because it enables modulation of the pulse frequency, voltage, and duration. EPS improves insulin sensitivity^28^, up-regulates slow-twitch related genes and myogenic transcription factors^29^, and increases the number of mitochondria^30^. However, the degree to which EPS mimics in vivo exercise at the molecular level is unclear. Using an in silico prediction model, we confirmed that EPS (1 ms pulse stimulus at 11.5 V and 1 Hz for 24 h) mimics in vivo exercise at the transcriptional level. We found novel exercise signature genes that could serve as candidate biomarkers in exercise signaling pathways and identified putative myokines.

The top 10 up- and down-regulated genes shared by the EPS and in vivo datasets were validated by analyzing mouse muscle post-exercise. The top 10 down-regulated genes (except low-abundance genes) were perfectly matched between the EPS and in vivo datasets in the context of acute maximal exercise, while none were consistent between the datasets in the context of in long-term chronic exercise, except *Il12a*. The long-term chronic exercise protocol may have been insufficient to elicit transcriptional changes. *Myh4*, which was down-regulated by VWR exercise and acute maximal exercise, is reportedly down-regulated in humans during aerobic and resistance exercise training^31^. *Ppapdc3/Plpp7* (inactive phospholipid phosphatase 7) is a muscle-specific regulator of nuclear envelope structure enriched in fast-twitch muscles^32^ and is associated with Emery-Dreifuss muscular dystrophy 3 (EDMD3)^33^. 

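Ppapdc3, which the annotation lists as Plpp7 (ENSMUSG00000051373.5), lies on chromosome 2 of GRCm38 from 32095528 to 32110820. In the EPS RNA-seq it fell from 41.8 ± 33.7 CPM (SD, n = 3) to 11.4 ± 3.21 CPM (SD, n = 4), a log2 fold change of -1.55 (standard error 0.44, adjusted p = 0.219 from limma). Every EPS library was below every control library. Part of the size came from control replicate 4, at 80.6 CPM against 22.3 and 22.4 CPM in the other control libraries. Without it the log2 fold change was -0.95, which is under 2-fold.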

In this study, *Ppapdc3* was down-regulated consistently by EPS, acute maximal exercise, and VWR exercise. Because the genes down-regulated in EPS (except *Myh4*) have not been reported to be associated with exercise, further studies are needed to address the mechanisms and physiological roles of *Fam78a*, *Ppapdc3*, *Chrne*, *Kctd12*, and *Il12a* in exercise signaling pathways and its beneficial effect on health. Expression of *Mt1* and *Mt2* is reported to be up-regulated by EPS^34,35^. In this study, *Mt1* and *Mt2* expression was significantly up-regulated by EPS, and their expression gradually increased after acute maximal exercise. 

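In the EPS RNA-seq, Mt1 (ENSMUSG00000031765.8), on chromosome 8 of GRCm38 from 94179082 to 94180327, rose from 102 ± 10.2 CPM (SD, n = 3) to 501 ± 353 CPM (SD, n = 4), a log2 fold change of 2.08 (standard error 0.41, adjusted p = 0.0968 from limma). Its neighbor Mt2 (ENSMUSG00000031762.7), at 94172664 to 94173568 on the same chromosome, rose from 51.3 ± 16.9 CPM (SD, n = 3) to 365 ± 263 CPM (SD, n = 4), a log2 fold change of 2.63 (standard error 0.44, adjusted p = 0.0712 from limma). For both genes every EPS library was above every control library, and both passed P under 0.01 and 2-fold in each of the 7 fits that left out 1 library. EPS replicate 2 was the highest, at 1026 CPM of Mt1 and 757 CPM of Mt2.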

*Atf3*, which was up-regulated in the acute maximal and VWR exercise models, was up-regulated in rat soleus muscle after a single bout of aerobic exercise^36^, and in human after eccentric exercise^37,38^. *Mt1* and *Mt2* play a role in the defense against oxidative stress^34^, and *Atf3* is induced by stressors (e.g., hypoxia and endoplasmic reticulum stress)^39^. Our acute maximal exercise protocol forced mice to exercise until exhaustion, which triggers stress signaling pathways, including oxidative stress, thereby up-regulating the stress-response genes *Mt1*, *Mt2*, and *Atf3*. Genes with common expression patterns in EPS and in vivo exercise could be used as biomarkers of the effects of exercise on muscles.

We identified three transcriptional regulators associated with exercise, FOXM1, WNT5A, and AREG. FOXM1, a transcription factor that regulates cell proliferation and self-renewal, has been known to promote myogenesis in satellite cells^40^. The expression of WNT5A is up-regulated in mouse muscle during exercise^41^ and muscle regeneration^42^. Areg is reportedly up-regulated in human neutrophils 30 min after exercise^43^, and after acute resistance exercise in human skeletal muscle^31^. In injured mouse skeletal muscle, Areg is induced in regulatory T (Treg) cells and acts directly on muscle satellite cells to enhance muscle repair^44^. The expression of *Areg* was increased in remobilized soleus muscle at 10 days after hindlimb immobilization in young rats but not in old rats^45^. *Areg* expression is up-regulated in myotubes overexpressing PPARGC1A^46^, which is associated with muscle adaptation to endurance exercise^47^. Areg, a member of the EGF family that binds epidermal growth factor receptor (EGFR), is expressed in a variety of cell types, including muscle satellite cells and myoblasts^48,49^. EGF stimulates asymmetric satellite cell division by activating EGFR-Aurora kinase A (Aurka) signaling^50,51^. According to STRING analysis, target molecules of Areg analyzed by IPA (Supplementary Table 2) are associated with cell cycle. 

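Supplementary Table 2 gives 17 target molecules of Areg, Areg itself among them. In limma, 14 were higher and 3 lower in the EPS group, the lower ones being Egr1, Mmp15 and Plau. Of the 17, 9 passed P under 0.01 and 2-fold, and in 10 the groups did not overlap. None had an adjusted p under 0.05 over all tested genes, and all 17 had an unadjusted P under 0.05. Adjusted over the list alone, all 17 had an adjusted p under 0.05, but the list holds only DEGs the paper called on these libraries and this shows no stability. Among the cell cycle genes of the list, the log2 fold changes were 1.27 for Mki67 (standard error 0.41), 1.38 for Ccnb1 (standard error 0.44), 1.19 for Birc5 (standard error 0.36) and 1.10 for Plk1 (standard error 0.37). The EPS libraries were uneven for them, as in Mki67, with 2547 reads in EPS replicate 2 and 8392 in EPS replicate 1, against 1708 to 2242 in the control libraries. The largest change was that of Txnrd1, at 1.55 (standard error 0.26, adjusted p = 0.0712 from limma).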

Notably, in this study, *Areg* expression was induced in both EPS myotubes and exercised mouse muscles, implicating myokine. Based on our findings, Areg is secreted from muscle after exercise and has the potential to enhance muscle repair by activating EGFR signaling and regulating the cell cycle. Further research is needed to determine underlying molecular mechanism. Other myokine candidates in Table 2 include neural EGFL like 2 (*Nell2*), which is up-regulated in exercised mice muscle^52^, and nidogen-1 (*Nid1*), which is up-regulated in exercised human muscle^53,54^, also need further research as a novel myokine.

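In the EPS RNA-seq, Nell2 (ENSMUSG00000022454.17), on chromosome 15 of GRCm38 from 95075230 to 95528559, was at 0.215 ± 0.177 CPM (SD, n = 3) in the control and 1.51 ± 1.56 CPM (SD, n = 4) in the EPS group. The EPS libraries held 14, 22, 11 and 72 reads, all above the control libraries. Its log2 fold change was 0.89 (standard error 0.36, adjusted p = 0.388 from limma), and was 0.52 without EPS replicate 4. Nid1 (ENSMUSG00000005397.8), on chromosome 13 of GRCm38 from 13437551 to 13512269, was much more abundant and rose from 265 ± 117 CPM (SD, n = 3) to 796 ± 372 CPM (SD, n = 4), a log2 fold change of 1.58 (standard error 0.38, adjusted p = 0.152 from limma). EPS replicate 4, at 1352 CPM, lay far above the other EPS libraries, and without it the log2 fold change was 1.29.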

The publicly available datasets used in this study focused on endurance exercise and can be classified into voluntary exercise (GSE70857, GSE31839, GSE31843), acute exercise (GSE79739, GSE79907, GSE97415), and chronic exercise (GSE126001, GSE104079, GSE75869). Although there were genes that tended to be up- or down-regulated only by a specific type of exercise, we identified common genes involved in various exercises and EPS, irrespective of exercise type. Additional research to elucidate exercise type similar to the in vitro exercise system at the transcriptional level would be informative.

EPS facilitates the discovery of intrinsic or autocrine factors of muscle without paracrine or endocrine effects on other organs. However, because exercise has a systemic effect, EPS cannot detect changes in gene expression driven by organ-to-muscle communication. In this study, several genes showed different expression patterns between EPS and in vivo exercise. This could be because EPS cannot represent the systemic effect of in vivo exercise. Studies involving organ-to-muscle communication by co-culturing muscle cells with other cell types^55^ and using EPS-conditioned medium^56–58^ have been conducted to address these differences. Although our findings demonstrated that EPS mimics in vivo exercise transcriptionally, it does not represent the metabolic aspect of in vivo exercise. Further research is needed to analyze the differences in metabolites between EPS and in vivo exercise. In conclusion, EPS mimics in vivo exercise, enabling us to identify putative exercise signature genes including Areg as a novel myokine. EPS could aid the discovery of novel myokines and would be useful in studies of responses to exercise.

## Methods

### Cell culture

C2C12 cells (ATCC, Manassas, VA, USA) were cultured in Dulbecco’s modified Eagle’s medium (DMEM; Gibco, Grand Island, NY, USA) with antibiotics and 10% fetal bovine serum (FBS; Gibco). C2C12 cells were plated into six-well plates for EPS. When the C2C12 cells reached approximately 80–90% confluence, medium was switched from 10% FBS medium to 2% FBS medium with antibiotics to induce differentiation. The medium was changed once every 2 days.

### Electrical pulse stimulation

Three days after differentiation, C2C12 myotubes in six-well plates were subjected to EPS at 37℃ using a C-PACE EP Culture Pacer (IonOptix, Dublin, Ireland). EPS was applied as a 1 ms pulse stimulus of 2 ms duration at 11.5 V and 1 Hz for 24 h, followed by 1 h of rest. EPS-conditioned medium with and without EPS were collected for further experiments.

### Immunofluorescence

C2C12 myoblasts were seeded on six-well plates with coverslips and differentiated into myotubes. EPS was applied for 24 h. After 1 h of rest, myotubes were rinsed in phosphate-buffered saline (PBS) and fixed in 4% paraformaldehyde for 15 min. After washing three times in PBS, myotubes were permeabilized in 0.1% Triton X-100 in PBS for 15 min. Myotubes were blocked with 0.2% bovine serum albumin (BSA) for 1 h and incubated with rhodamine phalloidin (Invitrogen, Carlsbad, CA, USA) overnight at 4 °C. Coverslips were mounted in DAPI mounting medium using Vectashield. Confocal fluorescence images of C2C12 myotubes were acquired with an Olympus FluoView FV1000. Intensity of F-actin were quantified using FV10-ASW software (v.4.2).

### RNA isolation

Total RNA was extracted from C2C12 myotubes using an easy-BLUE™ Total RNA Extraction Kit according to the manufacturer’s instructions (iNtRON Biotechnology, Seongnam, Korea). RNA quality was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies, Amstelveen, The Netherlands), and RNA quantification was performed using an ND-2000 Spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA).

### Library preparation and sequencing

Libraries were prepared from total RNA using the NEBNext Ultra II Directional RNA-Seq Kit (New England BioLabs, Ipswich, MA, USA). mRNA was isolated using the Poly(A) RNA Selection Kit (Lexogen, Vienna, Austria). mRNA was used for cDNA synthesis and shearing following the manufacturer’s instructions. Indexing was performed using Illumina indices 1–12. Enrichment was carried out by PCR. Subsequently, libraries were checked using the Agilent 2100 Bioanalyzer and DNA High-Sensitivity Kit to evaluate the mean fragment size. Quantification was performed using the Library Quantification Kit and StepOne™ Real-Time PCR System (Life Technologies, Carlsbad, CA, USA). High-throughput sequencing was performed on paired-end reads (2 × 100 bp) using the HiSeq 2500 platform (Illumina, San Diego, CA, USA.).

### Transcriptome profiling

Reference genome sequence data from *Mus musculus* were obtained from the NCBI Genome Database (assembly ID: GRCm38). Reference genome indexing and read mapping of tissue samples were performed using STAR software (ver. 2.5.4b). The CPM of each sample were determined by analyzing the RNA-seq data. Gene expression data were log2-transformed and quantile-normalized. To estimate the significance of differences in gene expression between groups, the edgeR package, which uses a negative binomial model, was employed to detect DEGs based on count data^59^. Expression differences were considered statistically significant if the *P*-value was < 0.001 and the fold difference in expression was ≥ 2. The RNA-seq dataset is available in the National Center for Biotechnology Information Gene Expression Omnibus database under accession number GSE176563.

### Upstream regulator analysis

To identify upstream regulators responsible for gene expression changes, upstream regulator analysis was performed using the Ingenuity Pathway Analysis tool. This analysis determined the number of known targets of each regulator and compared their direction of change to that expected based on previous reports. An overlap *P*-value and activation Z-score were estimated for each potential regulator. The overlap *P*‐value, estimated by Fisher’s exact test, indicates whether there is statistically significant overlap between the genes in a dataset and genes regulated by a regulator. The activation Z-score is used to infer the likely activation states of regulator candidates by comparison with a model that assigns a “random regulation direction”. Positive and negative activation Z-scores indicate that a potential upstream regulator is activated and inhibited, respectively.

### Development of the prediction model

To validate the predictive value of the in vitro data, a prediction model was generated using a DBN^26^ algorithm. Briefly, the model incorporated 774 DEGs between the EPS and unstimulated control groups, determined by tests performed using the EdgeR package. To construct a fully connected neural network, four hidden layers, in which 800, 500, 300, and 100 nodes were allocated, were used. When training the model, a Tanh function was used as the activation function, and the training procedure was repeated over 5,000 epochs. To prevent overfitting or non-convergence of the classifier, the prediction model was pre-trained by an auto-encoder^26^ algorithm. The prediction model was undertaken using the H2O deep-learning platform (ver. 3.32.0.2; https://www.h2o.ai). The code snippet (in R language) for the current investigation is as follows:

- *# step of auto-encoding*
- *m1 <- h2o.deeplearning(1:785, training_frame  =  data_train, hidden  =  c(800,500,300,100), autoencoder  =  T, activation  =  "Tanh", epochs  =  5000)*
- *# step of training*
- *m2 <- h2o.deeplearning(x, y, training_frame  =  data_train, hidden  =  c(800,500,300,100), pretrained_autoencoder  =  m1@model_id, activation  =  "Tanh", epochs  =  5000)*

### Publicly available in vivo exercise datasets

We searched mouse exercise GEO datasets GSE70857, GSE31839, GSE31843, GSE79739, GSE79907, GSE97415, GSE126001, GSE104079, and GSE75869 for various muscle types and exercise protocols. The datasets are outlined in Table 1.

### Quantitative RT-PCR

RNA preparation and cDNA synthesis were performed according to standard protocols. Quantitative RT-PCR analysis was performed using the StepOnePlus™ Kit (Applied Biosystems, Foster City, CA, USA). The 36B4 mRNA level was used for normalization. The primers are listed in Supplementary Table 4.

### Animal experiments

Three-month-old female and male C57BL/6 mice were purchased from Damul Science (Daejeon, South Korea). Mice were given ad libitum access to food and water, and were maintained on a 12 h light: 12 h dark cycle. The mice were familiarized with running on a treadmill for 10 min on the day before exercise. For acute maximal exercise, female mice were randomized into three groups; sedentary group (n = 16) that did not perform exercise and 0 h resting (n = 16) and 1 h resting (n = 16) according to the resting time after exercise. The acute maximal exercise was described previously^60^. Briefly, the first 5 min of the treadmill exercise was performed at a rate of 13 m/min, which then increased by 1 m/min to 14 m/min. The mice ran at 18 m/min for the next 30 min. After 40 min, the speed was increased to a maximum of 23 m/min in 1 m/min increments. Exercise continued until exhaustion (up to 2 h). The acute maximal exercise with longer resting time was performed independently with the same exercise protocol. For short-term chronic exercise, male mice were randomized into short-term chronic (n = 8) and sed (n = 8) groups. Mice performed 5 days of exercise on a treadmill for 60 min/day. The short-term chronic exercise started at 10 m/min and increased up to 20 m/min at 10-min intervals. For long-term chronic exercise, male mice were randomized into long-term chronic (n = 8) and sed (n = 8) groups. Mice performed 4 weeks of chronic exercise training on a treadmill, running for 5 days/week for 30 min/day at 12 m/min. For the VWR exercise, male mice were randomized into VWR (n = 8) and sed-VWR (n = 8) groups. The mice were housed individually in cages. The 8 mice in the VWR group were provided with an in-cage running wheel. Running wheel activity was monitored daily for 4 weeks. At the end of each experiment, the gastrocnemius (GA) and tibialis anterior (TA) muscles were removed for qRT-PCR analysis. The mice were maintained in accordance with the ARRIVE guidelines and animal care guidelines of Animal Care and Use Committee of KRIBB. All animal experiments were approved by the Animal Care and Use Committee of KRIBB.

### Enzyme-linked immunosorbent assay

EPS-conditioned medium was subjected to enzyme-linked immunosorbent assay (ELISA), to evaluate AREG secretion using the DuoSet ELISA Development kit against mouse AREG (R&D Systems, Minneapolis, MN, USA) following the manufacturer’s protocol.

### Statistical analysis

Data are presented as means ± SEM unless indicated otherwise. The two-tailed unpaired Student’s *t*-test was performed using GraphPad Prism software (GraphPad Software Inc., La Jolla, CA, USA). *P*-values < 0.05 were considered indicative of statistical significance.

### Ethics declarations

All methods were performed in accordance with the relevant guidelines and regulations.

## Supplementary Information

Supplementary Figures.

Supplementary Table 1.

Supplementary Table 2.

Supplementary Table 3.

Supplementary Table 4.

## Data Availability

The datasets generated and/or analysed during the current study are available in the [https://www.ncbi.nlm.nih.gov/geo/ GSE176563] repository.

## References

[1] Karstoft K, Pedersen BK (2016). Exercise and type 2 diabetes: Focus on metabolism and inflammation. Immunol. Cell Biol..

[2] Fiuza-Luces C (2018). Exercise benefits in cardiovascular disease: Beyond attenuation of traditional risk factors. Nat. Rev. Cardiol..

[3] Panza GA (2018). Can exercise improve cognitive symptoms of Alzheimer's disease?. J. Am. Geriatr. Soc..

[4] Kurgan N (2017). Inhibition of human lung cancer cell proliferation and survival by post-exercise serum is associated with the inhibition of Akt, mTOR, p70 S6K, and Erk1/2. Cancers.

[5] Dethlefsen C (2017). Exercise-induced catecholamines activate the hippo tumor suppressor pathway to reduce risks of breast cancer development. Can. Res..

[6] Pedersen L (2016). Voluntary running suppresses tumor growth through epinephrine-and IL-6-dependent NK cell mobilization and redistribution. Cell Metab..

[7] Hojman P, Gehl J, Christensen JF, Pedersen BK (2018). Molecular mechanisms linking exercise to cancer prevention and treatment. Cell Metab..

[8] Idorn M, Hojman P (2016). Exercise-dependent regulation of NK cells in cancer protection. Trends Mol. Med..

[9] Severinsen MCK, Pedersen BK (2020). Muscle–organ crosstalk: The emerging roles of myokines. Endocr. Rev..

[10] Castillo-Armengol J, Fajas L, Lopez-Mejia IC (2019). Inter-organ communication: A gatekeeper for metabolic health. EMBO Rep..

[11] Boström P (2012). A PGC1-α-dependent myokine that drives brown-fat-like development of white fat and thermogenesis. Nature.

[12] Jedrychowski MP (2015). Detection and quantitation of circulating human irisin by tandem mass spectrometry. Cell Metab..

[13] Thelen MH, Simonides WS, Hardeveld CV (1997). Electrical stimulation of C2C12 myotubes induces contractions and represses thyroid-hormone-dependent transcription of the fast-type sarcoplasmic-reticulum Ca^2+^-ATPase gene. Biochem. J..

[14] Lautaoja JH (2021). Higher glucose availability augments the metabolic responses of the C2C12 myotubes to exercise-like electrical pulse stimulation. Am. J. Physiol. Endocrinol. Metab..

[15] Nikolic N (2013). Correction: Electrical pulse stimulation of cultured human skeletal muscle cells as an in vitro model of exercise. PLoS ONE.

[16] Burch N (2010). Electric pulse stimulation of cultured murine muscle cells reproduces gene expression changes of trained mouse muscle. PLoS ONE.

[17] Nedachi T, Fujita H, Kanzaki M (2008). Contractile C2C12 myotube model for studying exercise-inducible responses in skeletal muscle. Am. J. Physiol.-Endocrinol. Metab..

[18] Nedachi T, Hatakeyama H, Kono T, Sato M, Kanzaki M (2009). Characterization of contraction-inducible CXC chemokines and their roles in C2C12 myocytes. Am. J. Physiol.-Endocrinol. Metab..

[19] Lee HJ (2019). ATP synthase inhibitory factor 1 (IF1), a novel myokine, regulates glucose metabolism by AMPK and Akt dual pathways. FASEB J..

[20] Raschke S, Eckardt K, Bjørklund Holven K, Jensen J, Eckel J (2013). Identification and validation of novel contraction-regulated myokines released from primary human skeletal muscle cells. PLoS ONE.

[21] Broholm C (2011). LIF is a contraction-induced myokine stimulating human myocyte proliferation. J. Appl. Physiol..

[22] Gorgens SW (2016). The exercise-regulated myokine chitinase-3-like protein 1 stimulates human myocyte proliferation. Acta Physiol. (Oxf.).

[23] Gonzalez-Franquesa A (2021). Discovery of thymosin beta4 as a human exerkine and growth factor. Am. J. Physiol. Cell Physiol..

[24] Takahashi T (2022). RSPO3 is a novel contraction-inducible factor identified in an “in vitro exercise model” using primary human myotubes. Sci. Rep..

[25] Fujita H, Nedachi T, Kanzaki M (2007). Accelerated de novo sarcomere assembly by electric pulse stimulation in C2C12 myotubes. Exp. Cell Res..

[26] Hinton GE, Osindero S, Teh Y-W (2006). A fast learning algorithm for deep belief nets. Neural Comput..

[27] Vianney J-M, Miller DA, Spitsbergen JM (2014). Effects of acetylcholine and electrical stimulation on glial cell line-derived neurotrophic factor production in skeletal muscle cells. Brain Res..

[28] Aas V, Torblå S, Andersen MH, Jensen J, Rustan AC (2002). Electrical stimulation improves insulin responses in a human skeletal muscle cell model of hyperglycemia. Ann. N. Y. Acad. Sci..

[29] Son YH (2019). Comparative molecular analysis of endurance exercise in vivo with electrically stimulated in vitro myotube contraction. J. Appl. Physiol..

[30] Nikolić N (2012). Electrical pulse stimulation of cultured human skeletal muscle cells as an in vitro model of exercise. PLoS ONE.

[31] Pillon NJ (2020). Transcriptomic profiling of skeletal muscle adaptations to exercise and inactivity. Nat. Commun..

[32] Ramirez-Martinez A (2021). The nuclear envelope protein Net39 is essential for muscle nuclear integrity and chromatin organization. Nat. Commun..

[33] Meinke P (2020). A multistage sequencing strategy pinpoints novel candidate alleles for Emery-Dreifuss muscular dystrophy and supports gene misregulation as its pathomechanism. EBioMedicine.

[34] Ruttkay-Nedecky B (2013). The role of metallothionein in oxidative stress. Int. J. Mol. Sci..

[35] Evers-van Gogh IJ (2015). Electric pulse stimulation of myotubes as an in vitro exercise model: Cell-mediated and non-cell-mediated effects. Sci. Rep..

[36] McKenzie MJ, Goldfarb AH (2007). Aerobic exercise bout effects on gene transcription in the rat soleus. Med. Sci. Sports Exerc..

[37] Chen YW, Hubal MJ, Hoffman EP, Thompson PD, Clarkson PM (2003). Molecular responses of human muscle to eccentric exercise. J. Appl. Physiol..

[38] MacNeil LG, Melov S, Hubbard AE, Baker SK, Tarnopolsky MA (2010). Eccentric exercise activates novel transcriptional regulation of hypertrophic signaling pathways not affected by hormone changes. PLoS ONE.

[39] Hai T, Wolford CC, Chang YS (2010). ATF3, a hub of the cellular adaptive-response network, in the pathogenesis of diseases: Is modulation of inflammation a unifying component?. Gene Expr.

[40] Chen Z (2020). A Cdh1–FoxM1–Apc axis controls muscle development and regeneration. Cell Death Dis..

[41] Fujimaki S, Hidaka R, Asashima M, Takemasa T, Kuwabara T (2014). Wnt protein-mediated satellite cell conversion in adult and aged mice following voluntary wheel running. J. Biol. Chem..

[42] Polesskaya A, Seale P, Rudnicki MA (2003). Wnt signaling induces the myogenic specification of resident CD45+ adult stem cells during muscle regeneration. Cell.

[43] Radom-Aizik S, Zaldivar F, Leu S-Y, Galassetti P, Cooper DM (2008). Effects of 30 min of aerobic exercise on gene expression in human neutrophils. J. Appl. Physiol..

[44] Burzyn D (2013). A special population of regulatory T cells potentiates muscle repair. Cell.

[45] Pattison JS, Folk LC, Madsen RW, Booth FW (2003). Selected contribution: Identification of differentially expressed genes between young and old rat soleus muscle during recovery from immobilization-induced atrophy. J. Appl. Physiol..

[46] Re Cecconi AD (2019). Musclin, a myokine induced by aerobic exercise, retards muscle atrophy during cancer cachexia in mice. Cancers (Basel).

[47] Arany Z (2008). PGC-1 coactivators and skeletal muscle adaptations in health and disease. Curr. Opin. Genet. Dev..

[48] Lazure F (2020). Myf6/MRF4 is a myogenic niche regulator required for the maintenance of the muscle stem cell pool. EMBO Rep..

[49] De Micheli AJ, Spector JA, Elemento O, Cosgrove BD (2020). A reference single-cell transcriptomic atlas of human skeletal muscle tissue reveals bifurcated muscle stem cell populations. Skelet. Muscle.

[50] Wang YX (2019). EGFR-Aurka signaling rescues polarity and regeneration defects in dystrophin-deficient muscle stem cells by increasing asymmetric divisions. Cell Stem Cell.

[51] Feige P, Tsai EC, Rudnicki MA (2021). Analysis of human satellite cell dynamics on cultured adult skeletal muscle myofibers. Skelet. Muscle.

[52] Endo Y (2021). Exercise-induced gene expression changes in skeletal muscle of old mice. Genomics.

[53] Williams K (2021). Epigenetic rewiring of skeletal muscle enhancers after exercise training supports a role in whole-body function and human health. Mol. Metab..

[54] Hjorth M (2015). The effect of acute and long-term physical activity on extracellular matrix and serglycin in human skeletal muscle. Physiol. Rep..

[55] Nintou E (2021). Effects of in vitro muscle contraction on thermogenic protein levels in co-cultured adipocytes. Life (Basel).

[56] Laurens C (2020). Growth and differentiation factor 15 is secreted by skeletal muscle during exercise and promotes lipolysis in humans. JCI Insight.

[57] Barlow J, Solomon TPJ (2019). Conditioned media from contracting skeletal muscle potentiates insulin secretion and enhances mitochondrial energy metabolism of pancreatic beta-cells. Metabolism.

[58] Schwappacher R (2020). Physical activity and advanced cancer: Evidence of exercise-sensitive genes regulating prostate cancer cell proliferation and apoptosis. J. Physiol..

[59] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: A bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[60] Reynolds JC (2021). MOTS-c is an exercise-induced mitochondrial-encoded regulator of age-dependent physical decline and muscle homeostasis. Nat. Commun..

# Supplementary material for: Genome-wide analysis of a cellular exercise model based on electrical pulse stimulation
**Source:** Sci Rep. 2022 Dec 8;12:21251. doi: 10.1038/s41598-022-25758-2
**Supplement:** Supplementary file 1 — Supplementary Figures.

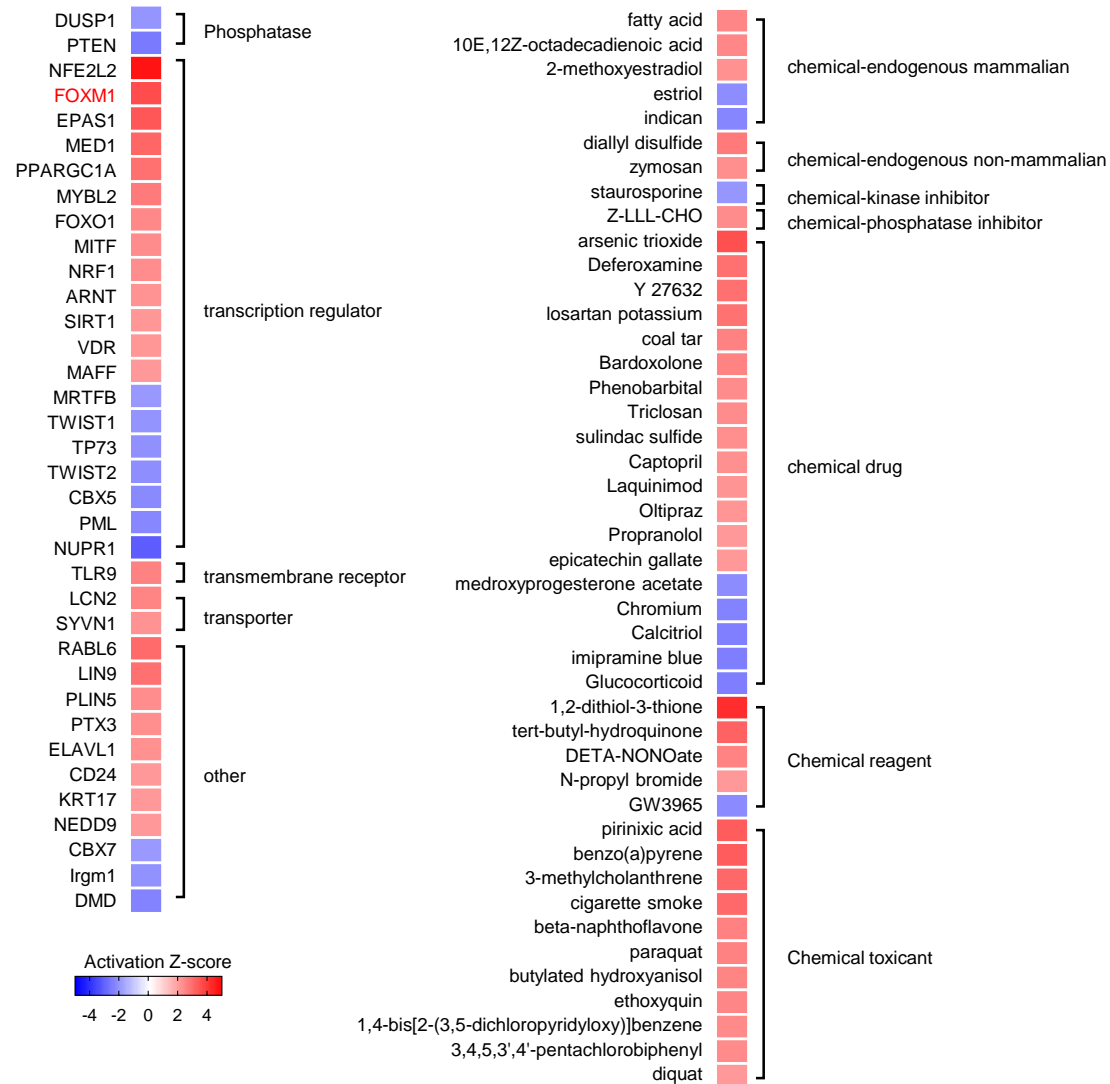

**Supplementary Fig. 1. Predicted upstream regulators in EPS.** Activation Z-scores  $\geq 2$  or  $\leq -2$  and  $P < 0.05$ .

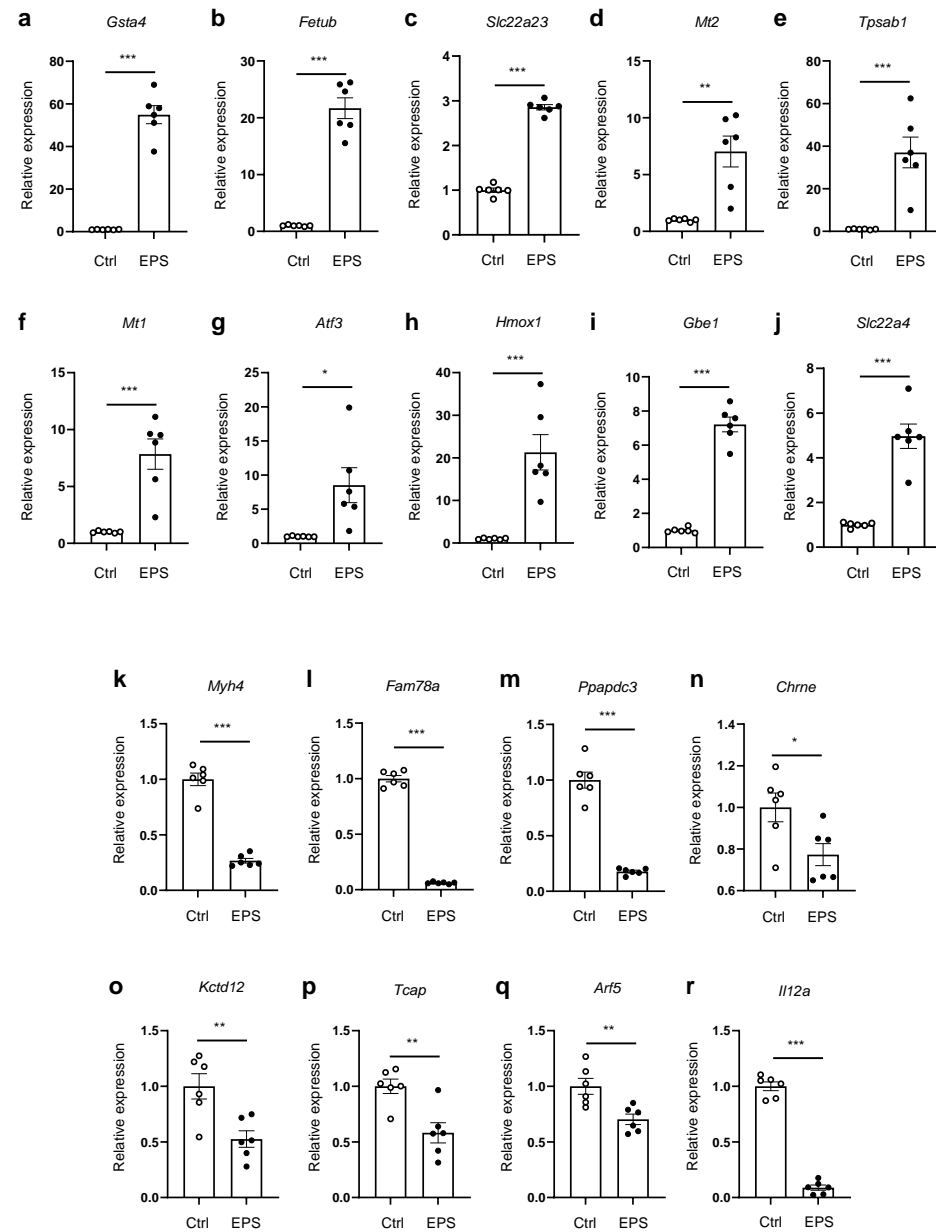

**Supplementary Fig. 2. Validation of the top 10 up- and down-regulated genes in EPS samples. (a-j)** Validation of the top 10 up-regulated genes. **(k-r)** Validation of the top 10 down-regulated genes except low-abundance genes.

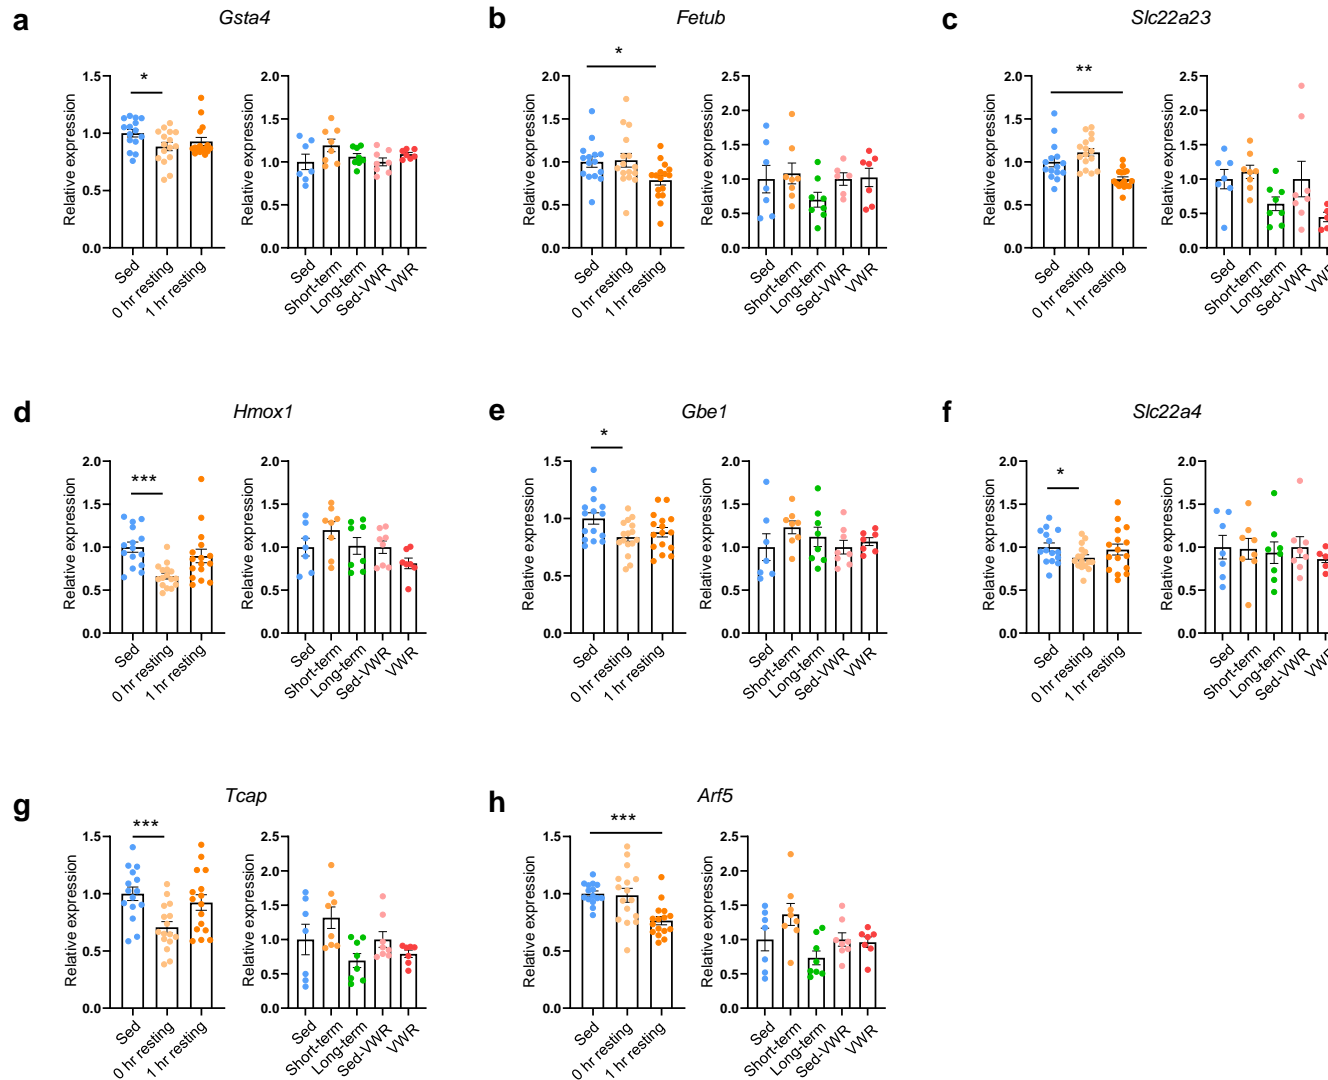

**Supplementary Fig. 3. Expression of DEGs in exercised muscles.** *Gsta4*, *Fetub*, *Slc22a23*, *Hmox1*, *Gbe1*, *Slc22a4*, *Tcap* and *Arf5* expression following the indicated types of exercise. For acute maximal exercise, sed (n = 15), 0 h rest (n = 16), and 1 h rest (n = 16) TA muscles were analyzed. For chronic exercise, sed (n = 7), short-term (n = 8), and long-term (n = 8) GA muscles were analyzed. For VWR exercise, sed-VWR (n = 8) and VWR (n = 7) GA muscles were analyzed. Means  $\pm$  SEM; \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ . *Tpsab1* was not detected because of its low abundance in muscle tissues.

# Supplementary material for: Genome-wide analysis of a cellular exercise model based on electrical pulse stimulation
**Source:** Sci Rep. 2022 Dec 8;12:21251. doi: 10.1038/s41598-022-25758-2
**Supplement:** Supplementary file 5 — Supplementary Table 4.

Supplementary Table 4. Primer sequences for RT-qPCR.

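Each pair of primers was searched for exact matches in the GENCODE M21 transcripts of GRCm38. All 20 pairs gave a product, of 95 to 308 bp. The 36B4 pair, used for normalization, matched the ribosomal protein gene Rplp0, and the Ppapdc3 pair matched Plpp7, its current symbol. The Myh4 pair also matched Myh1, with the same product of 144 bp. The pair listed for Kctd12 matched Kctd12b, a separate gene on the X chromosome, with a product of 165 bp, and did not match Kctd12. The closest site in Kctd12 transcripts had 9 mismatches to the forward primer and 9 to the reverse primer. Areg and Rtn4r are listed by assay number, without a sequence, and were not searched.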

| Gene | Sequence (5’- to - 3’) | Reverse (5’- to - 3’) |
| --- | --- | --- |
| *Gsta4* | GATGATTGCCGTGGCTCCATTTA | CTGGTTGCCAACGAGAAAAGCC |
| *Fetub* | ACGGTCCAAAGTTCTCTGAGGC | CTGGGTAACAGCAGGGTTCTCA |
| *Slc22a23* | GTCTGGTAGTCAAGTTCCTCGG | CTGAGTCTGGATGCTGGCTGTA |
| *Mt2* | CGTGGGCTGTGCGAAGTGCTC | AAAGGCTAGGCTTCTACATGGTC |
| *Tpsab1* | CCTCGGGCTGTTGGAATGAA | AGTTGGAGGTGAGGGCTAGT |
| *Mt1* | CAAGAACTGCAAGTGCACCTC | CGCCTTTGCAGACACAGC |
| *Atf3* | GAAGATGAGAGGAAAAGGAGGCG | GCTCAGCATTCACACTCTCCAG |
| *Hmox1* | CACTCTGGAGATGACACCTGAG | GTGTTCCTCTGTCAGCATCACC |
| *Gbe1* | CTCTGTTCTCCAACTTCCCAGG | CAAGGTAGCGTCGATTGGTGAG |
| *Slc22a4* | GCCGCAAAGATGAACAGCATCG | CGGTTATGGTGGCAATGTTCCG |
| *Myh4* | AGAGCCAAGAGGAAACTGGAGG | CTCGTCCTCAATCTTGCTCTGC |
| *Fam78a* | AGCAGGGCATGTCTAGCTGG | CACGTGGTGAAGCTCTGGTC |
| *Arx* | CAGTTACCAGCTGGAGGAACT | CCGACGGTTCTGGAACCACA |
| *Ppapdc3* | ATCCTCTGCCTGGTGAGAAGCA | TTCTGGACTCCAGCCACTGTCA |
| *Chrne* | AGACCTGAGGACACTGTCACCA | TCGTCCTTGCTGTAGTTGAGCC |
| *Kctd12* | AGTCAAGTGATGTCAAACCGAC | GGATCAGTGAGCAAGGATTCTTT |
| *Tcap* | TTCTGGGCTGAGTGGAAAGACC | GCTGTACCACCGCCTGACACT |
| *Arf5* | GCCTCATCTTTGTGGTAGACAGC | GTCCTGCTTGTTGGCAAACACC |
| *Il12a* | ACGAGAGTTGCCTGGCTACTAG | CCTCATAGATGCTACCAAGGCAC |
| *Rtn4r* | Mm00452228_m1 | |
| *Areg* | Mm00437583_m1 | |
| *36B4* | AGATTCGGGATATGCTGTTGG | AAAGCCTGGAAGAAGGAGGTC |

How the deposited data were processed for this re-analysis (not part of the article)

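The data are RNA-seq values of 7 libraries of C2C12 myotubes, 3 control and 4 EPS. The authors selected poly(A) RNA, prepared directional libraries, sequenced paired-end reads on a HiSeq instrument and mapped them to GRCm38 with STAR 2.5.4b. The authors deposited CPM, 1 value per gene and library, made by dividing the reads on each gene by the library's total over the 26607 listed genes. The values are not log-transformed or quantile-normalized, although the paper's methods name both steps. The read counter, the gene annotation, the strand setting and the handling of reads that map to several genes are not named in the paper's text.

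The condition and the replicate number of each library were taken from the sample labels and from the column names of Supplementary Table 1. Control libraries are numbered 1, 3 and 4 and EPS libraries 1 to 4. Whether libraries with the same number were cultured together is not stated, so the numbers were used as a block only in an alternative fit. The comparison is EPS against control, with all 7 libraries and no covariate.

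The CPM were taken as log2(CPM + 1), and genes above 0 in at least 1 library were tested with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with a mean-variance trend). DEGs were counted at an unadjusted P under 0.01 and more than 2-fold, and beside them the genes with a Benjamini-Hochberg adjusted p under 0.05. Single genes were also tested with an exact two-sided permutation test of the difference in means over all 35 splits of the libraries. A count test was not used for the reported values because the deposited unit is CPM. Whole reads were recovered from the CPM, and edgeR 4.0.16 and DESeq2 1.42.0 were run on them as alternatives. Other alternatives were pseudocounts of 0.1 and 0.5, a minimum mean of 1 CPM, quantile normalization, median-of-ratios scaling, robust empirical Bayes, a loess correction for gene length and GC content, a P-value threshold of 0.001, and leaving out each library in turn. A further 7 edgeR settings were added after the data and the paper's supplementary values had been seen, in a search for the setting that gives the paper's number of DEGs.

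The genes named in the text are those the paper names for the EPS RNA-seq, Fig. 3a,b or Table 2, and the 10 genes with the largest change in each direction among those past both thresholds whose groups do not overlap. This rule was written ahead of the analysis. Exceptions are stated where they occur. The targets of Areg are also those of the paper. Gene coordinates are those of GENCODE M21 on GRCm38, matched by symbol or by an older symbol for 24562 of the 26607 listed genes, or 92.3%. It is not known whether the authors counted reads on the same annotation.

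The tests were tried on simulated reads drawn from the means, dispersions and totals of the real libraries. The 18605 genes with at least 1 simulated read were tested, with 200 genes changed by 2 on the log2 scale. The changed genes were drawn only from those with a mean of at least 1 CPM. The simulation therefore does not compare the tests on changed genes under 1 CPM, where the pseudocount of 1 matters most. At the thresholds above, limma recovered 192 of the changed genes and called 12 unchanged genes, edgeR's quasi-likelihood test recovered 196 and called 89, the edgeR exact test recovered 196 and called 81, its form with common and tagwise dispersions recovered 196 and called 104, and DESeq2 recovered 196 and called 54.

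Recovered reads per library were between 16616917 and 22120641 in the control group, with a median of 17152556, and between 18830229 and 21892568 in the EPS group, with a median of 21005080. A group whose libraries all had 3 reads or fewer was treated as at the floor, and folds against it are lower bounds that allow for counting error only. They do not allow for the genes that control replicate 4 lacks at levels above the floor. The qRT-PCR, the ELISA, the animal experiments, the public exercise datasets, the pathway analysis and the deep-learning classifier are not analysed here. The comparison of 1 gene of Table 2 with the paper's value is not reported here, while counts over Table 2 cover all of its genes.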

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

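In this part, the edgeR setting used for the genes outside the paper's list was chosen only after the data were seen. The tests of EPS replicate 1 were aimed at that library because its low Cyp1a1 had been seen. The other tests were not chosen only after the result was seen. In 11 of the 100 named genes, 1 of the 4 EPS libraries lay far from the other 3 by Dixon's test, where chance gives about 5. In EPS replicate 1, Fetub was at 6.56 CPM against a mean of 10.9 in the other EPS libraries, Cyp1a1 was at 0.0465 CPM against a mean of 97.3 in the other EPS libraries, Adh7 was at 36.8 CPM against a mean of 215 in the other EPS libraries, and Ahrr was at 1.21 CPM against a mean of 15.3 in the other EPS libraries. In EPS replicate 3, Wnt5a was at 0.183 CPM against a mean of 0.362 in the other EPS libraries, Nmi was at 2.19 CPM against a mean of 4.53 in the other EPS libraries, and Mybpc1 was at 10.2 CPM against a mean of 6.28 in the other EPS libraries. In EPS replicate 4, Atf3 was at 39.7 CPM against a mean of 3.31 in the other EPS libraries, Nppb was at 2.76 CPM against a mean of 0.581 in the other EPS libraries, Procr was at 10.5 CPM against a mean of 3.21 in the other EPS libraries, and Nid1 was at 1352 CPM against a mean of 610.5 in the other EPS libraries. Of the 11, 1, in Wnt5a, lay within 2 Poisson SDs of the mean of the others, but separate cultures vary by more than counting noise and the genes were picked for a far library, so this does not test counting noise as the source. If 1 library differed as a whole, over 50% of the genes would share it, and the most frequent libraries, EPS replicates 1 and 4, each held 4 of the 11. Reads shared between paralogs were not tested. The design gives no condition that differs between EPS libraries, so no biological explanation was tested.

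Cyp1a1 had 1 read in EPS replicate 1, and Adh7 and Ahrr were low there as well. If that library were a mislabelled control, most genes called without it would place it on the control side. Of the 278 genes called by limma without EPS replicate 1, 71.2% had it on the EPS side of the midpoint between the groups. If it had been stimulated much less, its median change would be under 50% of that of the other EPS libraries. The median was 0.674 of their change, with quartiles of 0.467 and 0.810. The genes were chosen from the other 3 EPS libraries, which pulls this share below 1, so a mildly weaker response of the library is left open. Neither test went the way of its explanation, and the low Cyp1a1 of this library is unexplained. No biological explanation was tested.

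Among the genes past both thresholds in limma, 12 are outside the paper's list of DEGs. They were chosen by that property after their values were seen: 1700101E01Rik, Cyp39a1, D0H4S114, Fez2, Gnb4, Hnrpll, Lgr6, Me1, Mif, Ptch1, Ptx3 and Racgap1. All 12 were higher in the EPS group, with log2 fold changes from 1.00 to 1.41, and the lowest adjusted p was 0.0692 in limma. The choice of test was looked at with the edgeR exact test with TMM and common then tagwise dispersions, a setting added after the data were seen. There, 12 of the 12 had P under 0.05 and the same direction, 10 of them fell short of 2-fold and 2 had P over 0.01, with 0.0171 as the highest. This outcome was fixed in advance, since that setting gives the paper's list, so genes outside the list must miss a threshold in it, and genes with a low P in limma have a low P there on the same libraries. The pattern cannot be told apart from the choice of test. The design gives no biological explanation for it that was tested.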

How the results depend on the processing

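The alternatives were chosen before the data were examined, except for 7 edgeR settings and a threshold named below. The reported values from limma are 269 DEGs (185 up-regulated, 84 down-regulated), 27 genes at an adjusted p under 0.05, and 30 Table 2 genes and 17 signature genes past both thresholds. The cause of the changes below was not tested. All log2 fold changes of Il6 were positive and short of the thresholds.

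A pseudocount of 0.1 gave 601 DEGs (445 up-regulated, 156 down-regulated), 106 genes at an adjusted p under 0.05 and 54 Table 2 genes, with Areg at 2.46 and Wnt5a at 1.65 past both thresholds. A pseudocount of 0.5 moved Areg past both, at 1.28. A minimum mean of 1 CPM gave 121 genes at an adjusted p under 0.05, quantile normalization 17, and the correction for gene length and GC content 107. That minimum removes Areg, Il6, Wnt5a and other low genes, which have no value under it. The correction for length and GC content put 52.3% of the DEGs on the up-regulated side. A P-value threshold of 0.001 gave 106 DEGs, 71 up-regulated and 35 down-regulated. For the lists, where it was added after seeing the data, it left 10 signature genes and 13 Table 2 genes.

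The fits with a block rest on 3 pairs, because EPS replicate 2 has no partner. With the replicate number as a block there were 161 DEGs, 99 up-regulated, 0 genes at an adjusted p under 0.05 (1628 at an unadjusted p under 0.05) and 13 Table 2 genes. Adding the correction for length and GC content to the block gave 172 DEGs, 86 up-regulated, 0 at an adjusted p under 0.05 (1986 unadjusted) and 13 Table 2 genes.

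On the recovered reads, edgeR's quasi-likelihood test with TMM gave 629 DEGs (329 up-regulated, 300 down-regulated), 290 genes at an adjusted p under 0.05 and 53 Table 2 genes, with Foxm1 at 1.09 and Areg at 2.99 past both thresholds. The edgeR exact test with TMM gave 693 DEGs (370 up-regulated, 323 down-regulated), 472 genes at an adjusted p under 0.05 and 57 Table 2 genes, with Foxm1 at 1.09 and Areg at 2.98. Without TMM the exact test gave 698 DEGs (463 up-regulated, 235 down-regulated), 454 genes at an adjusted p under 0.05 and 58 Table 2 genes, with Foxm1 at 1.18, Areg at 3.07 and Wnt5a at 2.91. DESeq2 gave 585 DEGs (317 up-regulated, 268 down-regulated), 497 genes at an adjusted p under 0.05 and 55 Table 2 genes, with Foxm1 at 1.07 and Areg at 3.02. The up-regulated share of the DEGs was 52.3% in the quasi-likelihood test, 53.4% and 66.3% in the exact test with and without TMM, and 54.2% in DESeq2.

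The 7 settings that follow were chosen after seeing the data. They used all listed genes unless stated. The exact test with common then tagwise dispersions gave, with TMM, 774 DEGs (406 up-regulated, 368 down-regulated), 449 genes at an adjusted p under 0.05 and 60 Table 2 genes, with Foxm1 at 1.09, Areg at 2.99 and Wnt5a at 2.83. Without TMM it gave 778 DEGs (508 up-regulated, 270 down-regulated), 437 genes at an adjusted p under 0.05 and 60 Table 2 genes, with Foxm1 at 1.18, Areg at 3.08 and Wnt5a at 2.92. On genes above 0 in at least 1 library it gave 735 DEGs (389 up-regulated, 346 down-regulated), 494 genes at an adjusted p under 0.05 and 58 Table 2 genes, with Foxm1 at 1.09 and Areg at 2.98. Without control library 4 it gave 607 DEGs (344 up-regulated, 263 down-regulated), 330 genes at an adjusted p under 0.05 and 45 Table 2 genes, with Areg at 2.36. In that setting the signs of Ppargc1a, at -0.039, and Arf5, at 0.062, were reversed. The exact test without TMM and with dispersions from the design gave 688 DEGs (456 up-regulated, 232 down-regulated), 381 genes at an adjusted p under 0.05 and 58 Table 2 genes, with Foxm1 at 1.18, Areg at 3.07 and Wnt5a at 2.91. The likelihood ratio test with TMM gave 789 DEGs (435 up-regulated, 354 down-regulated), 434 genes at an adjusted p under 0.05 and 59 Table 2 genes, with Foxm1 at 1.09, Areg at 2.98 and Wnt5a at 2.82. The quasi-likelihood test with TMM gave 629 DEGs (329 up-regulated, 300 down-regulated), 231 genes at an adjusted p under 0.05 and 53 Table 2 genes, with Foxm1 at 1.09 and Areg at 2.99.

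Across the 7 fits that each left out 1 library, limma gave from 209 to 325 DEGs and from 0 to 27 genes at an adjusted p under 0.05. The 0 came without EPS replicate 3, where 2224 genes had an unadjusted p under 0.05. Foxm1 ranged from 0.80 to 1.37, Areg from 0.59 to 1.00 and Arf5 from -1.44 to 0.17, reversed without control replicate 4. From 21 to 36 Table 2 genes passed both thresholds in these fits, with 21 without control replicate 1 or control replicate 4. The number of signature genes past both thresholds was between 12 and 20 in the alternatives at P under 0.01. Of the 95 other named genes, 32 kept their direction and side of the thresholds in the 13 alternatives that were not added later and did not each leave out 1 library, 31 fell short of the thresholds in at least 1, 32 passed in at least 1 where limma did not, and 0 reversed.

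The splits were counted after the result was seen. Of the 8 splits of the 7 libraries into 3 and 4 that part all 3 same-numbered pairs, 1, the real one, gave as many DEGs, and the next gave 93. The same was true of up-regulated DEGs (1 of 8, next 46), down-regulated DEGs (1 of 8, next 47), genes at an adjusted p under 0.05 (1 of 8, 0 in the other 7) and DEGs of the added exact test with TMM (1 of 8, next 318). At an unadjusted p under 0.05, those 7 gave from 396 to 2364 genes and the real split 2224. With 8 splits, the share is never under 0.05, so chance cannot be excluded this way. Among the other 27 splits, which keep at least 1 pair together, the largest number of DEGs was 137, and 1 gave more down-regulated DEGs than the real one, 106. These splits gave at most 31 up-regulated DEGs and at most 2 genes at an adjusted p under 0.05. Over all 35 splits, the real one thus had the most DEGs, up-regulated DEGs and genes at an adjusted p under 0.05. That ranking bears on chance only if same-numbered libraries were not cultured together, which is not known.

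Few reads stand behind some of the genes under about 1 CPM, which limits the precision of their changes. Areg, Il6 and Wnt5a had at most 6, 10 and 2 reads in a control library, and 0 in control replicate 4, which had the highest total.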

Differences from the paper's values

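The number of DEGs was 269 in limma on log2(CPM + 1), against the paper's 774. The number of up-regulated DEGs was 185, against the paper's 406, and the number of down-regulated DEGs was 84, against the paper's 368. Of the alternatives set before the data were examined, a pseudocount of 0.1, edgeR's quasi-likelihood test with TMM, the edgeR exact test with and without TMM and DESeq2 came within 1.5 times of the paper's number of DEGs and of up-regulated DEGs, and the other alternatives did not. For down-regulated DEGs, the quasi-likelihood test and the exact test, both with TMM, and DESeq2 did, and the others did not. The paper's methods name edgeR. The edgeR exact test with TMM and common then tagwise dispersions over all listed genes, 1 of 7 edgeR settings chosen after seeing the values in a search for the paper's number, gave 774 DEGs, 406 up-regulated and 368 down-regulated. All 774 of them are in the paper's list, and no log2 fold change differed from the paper's by more than 5.00e-06. Because that setting was picked for the paper's number, the match says which setting gives the list and is not a separate check of the calls.

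Of 79 log2 fold changes of single genes, 22 differed from the paper's, either by more than the replicate spread or, where a library was at or under 3 reads, by more than 1.5 times. Prl2c2, Prl2c3 and Wnt5a are not among the 22, because all their control libraries were at or under 3 reads and their folds were compared as lower bounds. Their log2 fold changes in limma, 1.34, 2.25 and 0.34, were far below the paper's 8.80, 7.32 and 2.83. In the edgeR exact test with TMM set before the data were examined they were 8.80, 7.32 and 2.82, and the quasi-likelihood test, the exact test without TMM and DESeq2 also came within 1 of the paper's values. None of the 79 had the opposite sign, and 64 of the 79 were nearer to 0 here. Among genes of Table 2, the log2 fold changes were F13a1 1.81 against the paper's 3.34, Areg 0.85 against the paper's 2.99, Enpp2 1.59 against the paper's 2.77, Fetub 2.21 against the paper's 2.76, Ces2c 0.85 against the paper's 2.63, Nell2 0.89 against the paper's 2.62. They were also Fgf1 0.89 against the paper's 2.62, Nppb 0.76 against the paper's 2.57, Tpsab1 1.60 against the paper's 2.57, Angptl7 0.76 against the paper's 2.56, Prl2c5 1.01 against the paper's 2.53, Gria1 0.76 against the paper's 2.32, Krt13 0.82 against the paper's 2.22. The rest were Dkk2 1.07 against the paper's 2.18, Cxcl1 0.96 against the paper's 2.12, Gbp3 0.74 against the paper's 2.10, Apob 0.64 against the paper's 2.08, Glipr1 0.72 against the paper's 2.03, Chit1 0.56 against the paper's 1.78. Among down-regulated signature genes, the log2 fold changes were Fam78a -1.44 against the paper's -2.20, Chrne -1.26 against the paper's -1.92, Kctd12 -1.10 against the paper's -1.73. Of the alternatives set before the data were examined, the quasi-likelihood test, the exact test with or without TMM and DESeq2 closed the gap for all 22. A pseudocount of 0.1 closed it for all but Angptl7 and Glipr1, a pseudocount of 0.5 for Enpp2, Fetub and Chrne, and leaving out EPS replicate 1 for Enpp2. The other alternatives closed none.

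The paper counts Areg, Foxm1 and Wnt5a among the up-regulated genes. In limma their log2 fold changes were 0.85, 1.06 and 0.34, positive but short of at least 1 threshold. Areg passed both with a pseudocount of 0.1 or 0.5, without EPS replicate 3, in each edgeR setting and in DESeq2. Foxm1 passed without EPS replicate 2, in DESeq2, and in each edgeR setting except the one without control library 4. Wnt5a passed with a pseudocount of 0.1, in the exact test without TMM set before the data were examined, and in 4 settings chosen after seeing the values: the exact test with common then tagwise dispersions over all listed genes with and without TMM, the exact test without TMM with dispersions from the design, and the likelihood ratio test. The paper places Atf3 among the up-regulated and Tcap and Arf5 among the down-regulated signature genes. In limma their log2 fold changes were 1.05, -1.11 and -0.80, short of the thresholds. All 3 passed in the quasi-likelihood and exact tests set before the data were examined, and in the settings chosen after seeing the values except the one without control library 4. None of the 3 passed in DESeq2, also set before the data were examined, where their log2 fold changes were 2.10, -1.72 and -1.65. The paper lists 60 genes in Table 2 as up-regulated, and 30 of them passed both thresholds in limma. All 60 passed in the exact test with common then tagwise dispersions over all listed genes, with and without TMM, which was chosen after seeing the values, and up to 58 passed in the alternatives set before the data were examined. With control library 4 left out of that exact test, 45 of the 60 passed. In all, 517 of the paper's DEGs did not pass in limma, and 274 of these had a mean under 1 CPM. In limma, all 774 of the paper's DEGs changed in its direction. The paper's figure orders Fetub ahead of Hmox1 by fold difference. In limma the log2 fold changes were 2.21 and 2.71. Fetub came first with a pseudocount of 0.1, in each edgeR setting and in DESeq2. In DESeq2 the log2 fold changes were 2.75 and 2.74. The paper's Table 2 lists Prl2c2 and Prl2c3 first. On the log2(CPM + 1) scale Gstm1 came first, at 2.40, ahead of both, and Prl2c3 was ahead of Gstm1 in several alternatives, among them a pseudocount of 0.1 or 0.5, the replicate block, each edgeR setting and DESeq2.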

Other observations

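In this part, the tests of read total, missing genes, read minimum, gene length, GC content and lost calls in control replicate 4, and those of the NRF2 and AHR gene sets, were chosen only after the result was seen. The test of spread and those of the sarcomere and exercise-responsive sets were not, although single members of the sets, such as Il6, Ppargc1a and Tcap, had been looked at.

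Control replicate 4 has a different shape from the other 6 libraries. Of the genes at 1 to 2 CPM in the other libraries, 10.9% had 0 reads in it, against at most 0.409% in any other library, and at 0.5 to 1 CPM 26.8% did. Lower sequencing depth is not the reason, since its total of 22120641 reads was the highest. A minimum number of reads set in processing is not either, since 359 genes with 1 to 5 reads were kept. A candidate explanation is a library made from few starting molecules that were copied many times. A Poisson model with 2249700 molecules, or 9.83 reads per molecule, matches the number of genes detected by construction. It predicts 4.66% of genes missing at 1 to 2 CPM, under the 10.9% observed, so the simple model falls short of the missing genes and this test leaves the explanation open. The spread over genes at 2 to 20 CPM points the same way as few molecules, with an SD of the log2 deviation from the other 2 controls of 0.655 in control replicate 4, 0.431 in replicate 1 and 0.478 in replicate 3. Across 12047 genes, the deviation of control replicate 4 had a Spearman rho of -0.39 with transcript length and 0.37 with GC content. Neither was the largest of the 3 controls, since replicate 1 had 0.54 with length and replicate 3 had -0.44 with GC content, and each control is compared with the other 2, so the 3 values are not independent. Genes are not independent replicates. No biological explanation was tested, because the design gives no difference between control cultures.

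The weight of control replicate 4 in the down-regulated calls differed with the test. In limma, 54 of the 84 down-regulated DEGs were still called without it, and 52 without EPS replicate 4, so it did not stand alone. In the edgeR exact test with common then tagwise dispersions, which gives the paper's list and was added after the data were seen, 180 of the 368 were still called without control replicate 4. The next lowest number was 233, without EPS replicate 4. Leaving out any library also takes power from the test. The down-regulated part of that list may therefore rest on this library more than on any other of the 7.

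The paper reports F-actin staining of sarcomeres, and the RNA of sarcomere genes was looked at beside it. The mean log2(CPM + 1) of 31 sarcomere genes changed by -0.39 in the EPS group (exact two-sided permutation test, p = 0.0571), with 6 genes higher. All EPS libraries were below all control libraries, and the change ranged from -0.48 to -0.29 with each library left out. Between same-numbered libraries it was -0.39 on average, lower in all 3 pairs. Scaling did not change the sign, with -0.40 after quantile normalization and -0.51 after correction for length and GC content. A set of 18 genes that respond early to exercise or contraction changed by -0.24 (exact permutation test, p = 0.0571), from -0.29 to -0.20 with each library left out and by -0.29 on average between same-numbered libraries, with 7 genes higher. In this set as well, all EPS libraries were below all control libraries and all 3 pairs were lower. It was -0.34 after quantile normalization. Both sets were limited to genes with a mean of at least 1 CPM. Neither set reached p under 0.05, although groups of 3 and 4 that do not overlap can give a p of 0.0571. Neither set rose. The RNA was taken after 24 h of EPS and 1 h of rest, and other times are not analysed here.

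Many of the largest increases were in genes for detoxifying and antioxidant enzymes, and 20 targets of NRF2, listed after the paper's DEGs had been seen, rose by 1.74 on the log2 scale (exact permutation test, p = 0.0286, the smallest it can give), by 1.71 on average between same-numbered libraries, higher in all 3 pairs. After median-of-ratios scaling the rise was 1.63. The 6 targets of AHR used, without Cyp1a1, rose by 3.04 (exact permutation test, p = 0.0571) and by 2.88 between same-numbered libraries, and by 2.94 after median-of-ratios scaling. Their mean was 4.93 in EPS replicate 1 and 6.84 to 7.34 in the other EPS libraries. Because the members were picked with their changes known, these tests could hardly have come out otherwise and do not establish a pathway. Whether current through the medium, apart from contraction, could produce such a response cannot be told in this design, which has no EPS group without contraction.

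Kctd12b, which was singled out because the primers listed for Kctd12 match it, had 36, 34 and 9 reads in control replicates 1, 3 and 4, and 40, 55, 54 and 40 in EPS replicates 1 to 4. The log2 fold change of Kctd12b was 0.46 (standard error 0.29, adjusted p = 0.595 from limma), against -1.10 for Kctd12. Control replicate 4, which lacks reads of many low genes, was far below the other control libraries for Kctd12b. The rise of Kctd12b may therefore come largely from that library. The paper reports a decrease measured with these primers in muscle after exercise, which is not analysed here.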
